# The effects of gut microbiota colonizing on the porcine hypothalamus revealed by whole transcriptome analysis

**DOI:** 10.3389/fmicb.2022.970470

**Published:** 2022-10-13

**Authors:** Renli Qi, Jing Wang, Jing Sun, Xiaoyu Qiu, Xin Liu, Qi Wang, Feiyun Yang, Liangpeng Ge, Zuohua Liu

**Keywords:** whole transcriptome, gene expression, germ-free pig, non-coding RNA genes, hypothalamus, microbiota-gut-brain axis

## Abstract

The roles of the microbe-gut-brain axis in metabolic homeostasis, development, and health are well-known. The hypothalamus integrates the higher nerve center system and functions to regulate energy balance, feeding, biological rhythms and mood. However, how the hypothalamus is affected by gut microbes in mammals is unclear. This study demonstrated differences in hypothalamic gene expression between the germ-free (GF) pigs and pigs colonized with gut microbiota (CG) by whole-transcriptome analysis. A total of 938 mRNAs, 385 lncRNAs and 42 miRNAs were identified to be differentially expressed between the two groups of pigs. An mRNA-miRNA-lncRNA competing endogenous RNA network was constructed, and miR-22-3p, miR-24-3p, miR-136-3p, miR-143-3p, and miR-545-3p located in the net hub. Gene function and pathway enrichment analysis showed the altered mRNAs were mainly related to developmental regulation, mitochondrial function, the nervous system, cell signaling and neurodegenerative diseases. Notably, the remarkable upregulation of multiple genes in oxidative phosphorylation enhanced the GF pigs’ hypothalamic energy expenditure. Additionally, the reduction in ATP content and the increase in carnitine palmitoyl transterase-1 (CPT1) protein level also confirmed this fact. Furthermore, the hypothalamic cell apoptosis rate in the CG piglets was significantly higher than that in the GF piglets. This may be due to the elevated concentrations of pro-inflammatory factors produced by gut bacteria. The obtained results collectively suggest that the colonization of gut microbes has a significant impact on hypothalamic function and health.

## Introduction

The bacterial community living in the intestine is closely related to the growth, development, metabolism, health and disease of the host (Buffie and Pamer, 2013; Bibbò et al., 2016; Zafar and Saier, 2021). The intestinal microbiota dominated by the bacteria in the *Firmicutes* and *Bacteroides* phyla not only helps their host digest nutrients that are difficult to decompose, such as dietary fiber, but can also produce various bacterial metabolites, such as short-chain fatty acids (SCFAs), biogenic amines, and amino acid derivatives (Han et al., 2021; Jia et al., 2021; Qi et al., 2021a,b). These metabolites are transported into the blood circulation or immune system and then reach the brain, liver, pancreas, muscle and other tissues to play different physiological regulatory roles. Of note, the reduction in microbiota diversity or the invasion by pathogenic bacteria not only destroys gut health directly but may also lead to immune disorders and the formation of various of metabolic diseases (Kim and Jazwinski, 2018; Wang et al., 2021).

Many studies have demonstrated complex and efficient information exchange and interaction in the microbiota-gut-brain axis (Kelly et al., 2016; Dinan and Cryan, 2017; Agirman et al., 2021; Zhao et al., 2021). Bacteria in the gut affect the brain and central nervous system (CNS), mainly by bacterial functional metabolites. In addition, the bacteria can stimulate and induce diverse peptide hormones secreted by the gastrointestinal tract, such as gastrin, ghrelin, and PYY, which participate in CNS signaling (Gribble and Reimann, 2019; Martchenko et al., 2020; Farhadipour and Depoortere, 2021). Accumulating studies have pointed out that the colonization and succession of the intestinal bacterial community affect brain development and signal delivery in the CNS in humans and animals, which affects the cognition, emotion and appetite of the host (Dinan and Cryan, 2017; Ceppa et al., 2019; Rutsch et al., 2020; Han et al., 2021). More recently, a study indicated that a bacterial structural component, muropeptides from the cell wall, can directly reach the host’s brain, especially the hypothalamus, to play a regulatory role in appetite and body temperature by activating the receptor protein NOD2 (Gabanyi et al., 2022). In addition, the dysbiosis of gut microbiota caused by aging or drugs has been shown to be related to many cerebral and neurological diseases such as autism, Parkinson’s disease, emotional and affective disorders, and bulimia (Quigley, 2017; Sun and Shen, 2018). Therefore, uncovering how the gut microbiota affects brain development and function has important implications for maintaining and improving our health.

Clearly, understanding how the gut microbiota affects brain gene expression is very helpful to gain insights into the interaction in the microbiota-gut-brain axis. Some previous studies based on germ-free (GF) mice have shown that the deletion and colonization of intestinal microbiota directly changed the gene expression and metabolic function of the cerebral cortex or hippocampus using transcriptome and metabolome analysis (Chen et al., 2017; Zhou et al., 2020). The hypothalamus is located in the center of the brain and is considered to be the intersection center of the endocrine system and nervous system. The hypothalamus has important functions in regulating body temperature, food intake, hormone secretion and biological rhythm. However, there is no report on the effect of intestinal microbes on the hypothalamic gene expression profile to date.

In this study, a GF pig model without any intestinal bacteria was used to study the effect of bacterial colonization on gene expression in the hypothalamus. We analyzed and compared the profiles of mRNA, lncRNA and miRNA expression in the hypothalamus of GF pigs and pigs that colonized the gut microbiota (CG pigs) by whole transcriptome analysis, which can synchronously analyze the expression of protein-coding and noncoding genes (Li et al., 2018; Gu et al., 2020; Ma et al., 2020). Our results reveal the significant effects on the porcine hypothalamic gene expression profile caused directly by the change in gut microbe introduction; thus, the findings are helpful for finding new targets for information interactions in the microbiota-gut-brain axis.

## Materials and methods

### Animal and sample collection

Eight newborn GF piglets were obtained *via* hysterectomy from a multiparous Chinese Bama sow (a common local Chinese small pig breed). Four of them were introduced to gut microorganisms through the fecal microbiota transplant (FMT) method for colonization (CG piglets). GF piglets and CG piglets were reared in positive-pressure sterile fiberglass isolators (Class Biologically Clean Ltd., WI, United States; three piglets per isolator) with a heated floor at 32°C–35°C before 25 days and 28°C–30°C during 26–42 days. They were fed to satiety 5–7 times a day with an autoclave-sterilized cow’s milk-based formula prepared from condensed milk (Co60 γ-irradiated sterile, including 21% protein) before 25 days of age and then fed sterile compound feed until the 42nd day. All the GF and CG piglets were euthanized under isoflurane anesthesia at 42 days of age. Their hypothalamus were collected and cryopreserved for subsequent analyses. The study was approved by Ethics Committee of the Chongqing Academy of Animal Science (No. 2020012B).

### FMT

FMT in piglets was performed as our described previously (Qi et al., 2021a,b). Five candidate adult donor mother pigs were used in the current study and consumed a regular diet without antibiotics and probiotics for 6 weeks prior to feces collection. Hog cholera virus, porcine parvovirus, porcine circovirus-2, porcine reproductive syndrome virus, respiratory syndrome virus, pseudorabies virus, foot and mouth disease virus, and mycoplasma hyopneumoniae were detected in the pigs. Finally, one pig without any pathogen was used as the trial donor for FMT.

FMT was performed five times on four GF infant pigs from day 3 to day 7. Briefly, 2 g of fresh stool was collected from the donor pig and placed in an anaerobic sampling tube. The stool was homogenized in 100 ml of cold saline water, filtered and then settled by gravity for 5 min. Resuspend the bacterial community using 20 ml sterile saline after centrifugation and washing 2 times. The bacteria in suspension were mean count 8 × 10^8^ CFU/ml. All the operations were carried out in an anaerobic workstation. The bacterial suspension was administered *via* gavage to each recipient piglet for 1 ml per day.

### Total RNA extraction, RNA library preparation, and sequencing

Total RNA from the hypothalamus was extracted using TRIzol (Invitrogen, United States) according to the manufacturer’s instructions. Three hypothalamus tissue samples (1/4 hypothalamus) from each group were used for RNA extraction. The RNA concentration and purity were checked by OD A260/A280 (>1.8) and A260/A230 (>1.6), and the yield and quality were assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies, United States) and RNA 6000 Nano LabChip Kit (Agilent Technologies, United States). The RNA integrity number (RIN) of extracted RNA was >7.0.

The preparation of whole transcriptome libraries and deep sequencing were performed by Marjorbio Technology Corp., Ltd. (Shanghai, China). Whole transcriptome libraries were constructed using the Ribo-Zero Magnetic Gold Kit (Illumina, United States) and the NEBNext® Ultra™ RNA Library Prep Kit for Illumina according to the manufacturer’s instructions. The paired-end libraries were prepared by Illumina TruSeq_RNA Library Preparation Kit v2 (Illumina, USA) and were sequenced following the standard procedure on an Illumina HiSeq platform, and paired-end reads with 150 nucleotides were generated.

Raw sequencing reads were checked for potential sequencing issues and contaminants using FastQC. Adapter sequences, primers, number of fuzzy bases (Ns), and reads with quality scores below 30 were trimmed. Clean reads were aligned to the reference genome (Sus scrofa 11.1, http://asia.ensembl.org/Sus_scrofa/Info/Index) using the TopHat 2.1 program and the resulting alignment files were reconstructed with the Cufflinks 2.0 program.

### Small RNA library construction and sequencing

Approximately 1 μg of total RNA was used to prepare small RNA library according to protocol of NEBNext® Small RNA Library Prep Set for Illumina. Single-end sequencing (50 bp) was performed on an Illumina Hiseq 2500 following the vendor’s recommended protocol. Raw reads obtained by the sequencing were checked for potential sequencing issues and contaminants using FastQC. Reads with a length < 10 and > 34 nt were discarded. The clean reads were aligned against the miRNA precursor/mature miRNA in miRBase 20.0^1^ to identify known miRNAs. The unannotated sequences were mapped to the pig genome to analyze their expression and distribution in the genome, and then used to predict potential novel miRNA candidates by Mireap.^2^ The read counts of each known miRNA were then normalized to the total counts of sequence reads mapped to the miRBase version 20.0 database.

### Sequencing data analyses

HTseq was used to count the genes and calculate the transcripts per kilobase million reads (TPMs) to evaluate the gene expression level. The differentially expressed mRNAs, lncRNAs, and miRNAs in GF and CG pigs were screened using the edgeR R package in the R software (version 3.5.2). Statistical significance was defined as log_2_| (fold change) | ≥ 1 and *Padjust* < 0.05. Volcano plots and heatmaps of DERNAs were plotted using the ggplots and heatmap packages.

### Gene function and pathway enrichment analysis

Gene Ontology (GO) enrichment analysis, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis and Reactome pathway enrichment analysis of DEGs, were performed using the OmicShare tools, a free online platform for data analysis.^3^ The GO enrichment analysis was performed by the enriched GO function, in which DEGs were divided into three groups: molecular function (MF), cellular component (CC), and biology process (BP) *Padjust* < 0.05 was the threshold for significantly enriched GO terms and KEGG pathways. A *q-*value < 0.05 was the threshold for significantly enriched Reactome pathways. The potential contribution of the whole altered gene expression in the hypothalamus was also explored *via* Gene Set Enrichment Analysis (GSEA) software (version 4.1.0), especially on the KEGG analysis.

### Transcription factors analysis and lncRNA target analysis

Transcription factors (TFs) can potentially affect the DEGs in the dataset, which can be identified by regulatory impact factor (RIF) metrics. To identify TFs in all DEGs, all 158 TFs in 11 families of Sus scrofa were obtained at AnimalTFDB 3.0.^4^ The target relationship between lncRNAs and TFs was analyzed using RNAplex software.^5^ For the cis-regulation analysis, we predicted the target coding genes within 10 kb upstream and downstream of lncRNA; for the trans-regulation analysis, the target genes were predicted based on the free energy that is needed to form secondary structures between lncRNAs and mRNA sequences.

### Construction of the mRNA-DE miRNA-lncRNA triple regulatory network

According to the hypothesis of the ceRNA network, all potential connections among the differentially expressed mRNAs, miRNAs, and lncRNAs were examined. Using DE miRNA as a bridge, we linked the DE mRNAs and DE lncRNAs by searching the miRNA complementary sequences, and a triple network among DE miRNAs and their targeted lncRNAs and mRNAs was constructed. The target genes of the DE miRNAs were predicted using the microT scoring method (paring score ≥ 0.8) *via* the DIANA platform, and lncRNAs regulated by the DE miRNAs were identified through alignment with lncBase Version 2.0. The Pearson correlation coefficient between lncRNAs and mRNAs was calculated and only the pairs with coefficients greater than 0.4 were involved in the triple network. Finally, a topological network of DE mRNAs-DE miRNAs-DE lncRNAs was visualized using Cytoscape Version 3.7.1.

### Protein–protein interaction network construction

The Search Tool for the Retrieval of Interacting Genes (STRING)^6^ is a database for searching interactions that can show the direct physical interaction and the indirect functional correlation between proteins. We used the STRING database to identify pairwise relationships among the 17 DE mRNAs related to oxidative phosphorylation, and then a protein–protein interaction (PPI) network was built.

### Real-time quantitative PCR

Real time quantitative PCR (RT-qPCR) was performed to verify the expression levels of genes DE by the method of RNA-Seq. The total RNA was reverse-transcribed to cDNA using a PrimeScript™ RT reagent Kit (TaKaRa, Japan). PCR was performed using a Q6 qRT-PCR system (ABI, United States) with SYBR Premix Ex Taq. II (TaKaRa). The *β-actin* gene was used as reference gene. All of the reactions were prepared while using three replicates and the expression levels of genes were expressed as fold change using the 2^−△△CT^ method. Primer sequences are showed in Supplementary Table S1.

### ATP content and ATPase activity detection

Four tissue samples from each group (1/4 hypothalamus) were used for ATP content detection and ATPase activity analysis by using an ATP Content Assay Kit (BC0305), and a Micro Na^+^K^+^-ATPase Assay Kit (BC0065) according to the manufacturer’s protocol (Solarbio, China). The tissue samples were incubated with extraction reagent and then homogenized by ultrasonic cracking on ice. After centrifugation for 10 min, the supernatant was collected for ATP content and ATPase activity determinations, respectively.

The working principle of the ATP Content Assay Kit is briefly described as follows. The Glucose and ATP are catalyzed by hexokinase to produce glucose 6-phosphate, which is further catalytically dehydrogenated to produce NADPH. The NADPH shows a characteristic absorption peak at 340 nm. The content of ATP is proportional to that of NADPH.

The working principle of the ATPase Assay Kit is briefly described as follows. Na^+^K^+^-ATPase decomposes the intracellular ATP to generate ADP and inorganic phosphorus, and so the ATPase activity is determined by measuring the amount of inorganic phosphorus.

### Cell apoptosis analysis

Four tissue samples each group (1/4 hypothalamus) were used for the cell apoptosis analysis. Apoptotic cells can be detected by terminal deoxynucleotidyl transferase (TdT)-mediated dUTP nick end labeling (TUNEL) assay referenced the methods of Brannelly et al. (2018). The hypothalamus tissue of pigs was assayed using a TUNEL Apoptosis Assay Kit (Solarbio) according to the manufacturer’s protocol. Frozen tissue sections of 5 μm thickness were incubated with H_2_O_2_ (0.3% H_2_O_2_ in methanol) at room temperature (RT) for 30 min. After rinsing with 0.01 mol/l PBS for three times, the sections were treated with TUNEL working solution (Component A) at 37°C for 60 min, and then rinsed twice with PBS. Add 100 ul reaction buffer (Component B) to each sections for 30s and remove it. Finally, the sections were observed under fluorescence microscope (DMi8, Leica, Germany).

### Western blotting assay

Three tissue samples (1/4 hypothalamus) were used for the WB detection. Total protein in the tissue was extracted by using an RIPA buffer (Beyotime, China). The standard western blotting method was used to determine the protein levels of CPT1, UCP2, total and cleaved of Caspase 3. GAPDH was used as a reference protein. Briefly, total protein extracts were separated by 12% SDS-PAGE and transferred to polyvinylidene membranes. The membranes were blocked with 5% nonfat milk in Tris-buffered saline containing 0.1% Tween 20 (TBST) at RT for 2 h, and probed overnight with primary antibodies at 4°C. After washing with TBST, the membranes were probed with the secondary antibody at RT for 2 h. The primary antibody for Caspase 3 was purchased from the Cell Signaling Technology (CST, #9664, United States). The primary antibodies for other protein were purchased from the Proteintech Group Co (UCP2, 11,081-1-AP; CPT1, 15,184-1-AP; GAPDH, 60004-1-Ig). Blots were visualized with a chemiluminescence reagent (Millipore, MA, USA) using an automatic imaging system (BioRad, CA, United States).

### Blood concentrations of ILS and IL-1 detection

The venous blood of pigs was left standing for 6 h and then centrifuged to separate the serum. The concentrations of ILS and IL-1 in the serum samples were evaluated using commercial swine enzyme linked immune sorbent assay (ELISA) kits (Mlbio Co. Ltd., Shanghai, China) following the manufacturer’s instructions.

### Statistical analysis

Data are presented as the mean ± standard error of the mean (SEM). GraphPad Prism 8.5 software was used for statistical analysis and graph creation. The differences between groups were determined by the non-parametric Mann–Whitney test. Differences were considered statistically significant at *p* < 0.05.

## Results

### Results of sequencing and characteristics of transcripts

We determined tissue morphology of the hypothalamus, and all the hypothalamic histomorphology was good and with no obvious lesions. There was no clear difference between the two groups of pigs (Supplementary Figure 1).

From the whole-transcriptome sequencing, we identified a total of 50,167 transcripts for 19,256 known protein-coding genes (mRNAs), 14,393 known and 2,245 novel lncRNA transcripts, and 373 known and 539 novel miRNAs by sequencing (Figure 1).

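The sequenced RNA came from a part of each hypothalamus of 3 GF and 3 CG pigs, out of the 8 germ-free piglets of 1 sow that the study raised, 4 of which received fecal microbiota from day 3 to day 7 of life. There were 12 libraries, with a long RNA and a small RNA library for each of the 6 pigs. The paper gives an age at sampling of 42 days and the sample labels give 45 days, and the labels list every pig as male. For long RNA, the paper describes rRNA depletion, paired-end sequencing, alignment to Sscrofa11.1 with TopHat, assembly with Cufflinks and counting with HTSeq, while the labels name a stranded total RNA kit and the tools fastp, HISAT and RSEM. The authors' values are TPM of 47559 mRNA transcripts from 19256 genes and of 14393 known lncRNA transcripts from 6652 genes. For 373 known miRNAs they are reads scaled to the total that mapped to miRBase (RPM), which the paper also calls TPM. Predicted lncRNAs and miRNAs that the reference databases do not list were not analysed here. The mRNA TPM of a library added up to 795583 to 845526 in GF pigs (median 832299) and to 793723 to 815901 in CG pigs (median 811840), and the lncRNA TPM to 49400 to 76113 (median 53296) and 71439 to 82286 (median 71542). These sums fall short of the full TPM scale, and TPM keep no sequencing depth, so the number of reads behind a long RNA value is unknown. In small RNA, all of the 147 to 175 values per library of up to 1000 steps were whole multiples of 1 step, within a tolerance of 0.1. These steps give 9367649 to 11688022 reads per library in GF pigs (median 11024067) and 16604797 to 20172822 in CG pigs (median 18920673).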

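The TPM of each gene's mRNA transcripts were added up, and log2(value + 1) was compared between GF and CG pigs with limma-trend. Tested were features with a value of at least 1 in at least 3 libraries, which were 14641 mRNA genes, 2388 lncRNA transcripts and 326 miRNAs, and p values were adjusted by the Benjamini-Hochberg method within each class. A feature was called at the paper's thresholds, an adjusted p under 0.05 and a log2 fold change of at least 1 in size. The paper used edgeR, which needs counts and was not run on these values. Lists of genes for pathways, cell types and neighbouring brain regions, the rule for which genes are named and the alternative settings were fixed before the data were examined, apart from 2 settings, with median-centred libraries and with transcripts in place of genes, and some further genes named from the lists, which were chosen after the values were seen. The paper's results were known when the lists were made, and some lists hold genes that it names, such as SHOX2, BSX, AGRP and LEPR. Tests of those lists are not independent of the paper. For members of all lists, rose and fell mean an adjusted p under 0.05 without the fold threshold. Log2 fold changes are GF over CG on the log2(value + 1) scale, which understates the change of genes with low values. Values are means ± SD with n = 3 pigs, and an exact permutation test of 3 pigs against 3 cannot give a p below 0.10. The paper describes isolators with 3 piglets each and does not say which pigs shared one. Pigs of 1 isolator may not be independent, and an effect of the isolator cannot be told apart from that of the group. Gene positions are those of Sscrofa11.1.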

**Figure 1:**
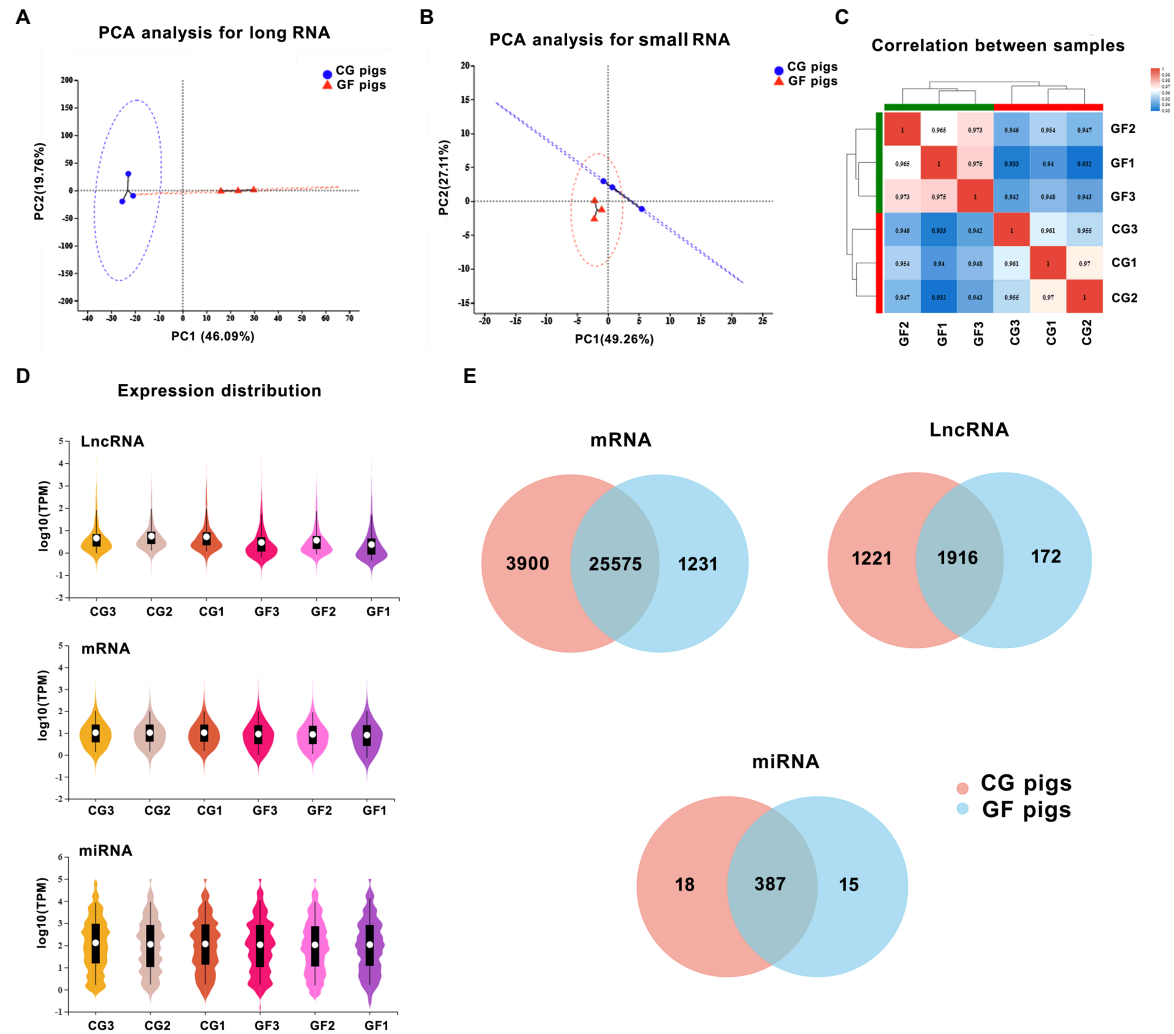
The features of the expression of long noncoding RNAs (lncRNAs), mRNAs, and microRNAs (miRNAs). **(A)** Principal component analysis (PCA) of two groups of samples based on the expression of long RNAs. **(B)** PCA of two groups of samples based on the expression of small RNAs. **(C)** The correlation analysis of samples. **(D)** The total expression levels of mRNAs, miRNAs, and lncRNAs between groups. **(E)** The number of identified lncRNAs, mRNAs, and miRNAs in the hypothalamus of the two groups of pigs.

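Over the 17029 tested mRNA genes and lncRNA transcripts, the first principal component of log2(TPM + 1) held 53.8% of the variance and the second 18.0%. GF pigs scored 19.9 to 67.0 on the first component and CG pigs -43.2 to -36.4. Over the tested miRNAs, the first component held 50.2% and the second 29.7%, with scores of 3.51 to 6.84 in GF pigs and -14.3 to 0.64 in CG pigs. CG replicate 3 lay apart from the other CG pigs, at 46.05 on the second long RNA component against -18.9 and -15.8, and at -14.3 on the first small RNA component against -1.54 and 0.64. GF replicate 1 lay apart from the other GF pigs on the first long RNA component, at 67.0 against 19.9 and 34.3. The pituitary hormone gene CGA, the alpha subunit shared by the glycoprotein hormones, stood at 3579 TPM in CG replicate 3, at 193 and 5.43 TPM in the other CG pigs and at 1.15 to 3.61 TPM in GF pigs. The endocrine miRNA miR-375 stood at 24441 RPM in CG replicate 3, at 1630 and 403 RPM in the other CG pigs and at 111 to 542 RPM in GF pigs. The components describe the libraries and were not tested.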

Principal component analysis (PCA) showed that the gene expression profiles of the two groups of pigs, including long RNAs and small RNAs, were clearly distinguished (Figures 1A,B). In comparison, the two groups of pigs showed more differences in the expression profiles of long RNAs. Meanwhile, Spearman correlation analysis showed that the samples had high repeatability within the group (Figure 1C). This also reflected the good reproducibility of the sequencing results.

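Spearman's rho over the tested long RNAs was 0.950 to 0.968 between GF pigs (median 0.967), 0.955 to 0.984 between CG pigs (median 0.958) and 0.918 to 0.961 between the groups (median 0.938). Over the tested miRNAs it was 0.983 to 0.990 between GF pigs (median 0.984), 0.957 to 0.995 between CG pigs (median 0.967) and 0.946 to 0.988 between the groups (median 0.971). The lower coefficients between CG pigs were those with CG replicate 3, at 0.958 and 0.955 for long RNAs and 0.967 and 0.957 for miRNAs. GF replicate 2 had a rho of 0.961 with CG replicate 1 for long RNAs and 0.950 with GF replicate 1. These coefficients run across genes, which are not independent replicates, and each group gives 3 pairs of pigs.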

Expression levels of genes were indicated by the TPM values. 

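The median mRNA gene stood at 9.16 ± 0.65 TPM in the GF libraries and 11.4 ± 0.14 TPM in the CG libraries (SD, n = 3), over the 18956 genes above 0 in any library, a log10 difference of -0.0956. The median lncRNA transcript, over 11726 of them, stood at 0.110 ± 0.030 TPM in GF pigs and 0.193 ± 0.0208 TPM in CG pigs (log10 difference -0.254). For the median of 372 miRNAs the values were 92.2 ± 2.63 RPM and 102 ± 7.23 RPM (log10 difference -0.0419). In each class every GF library lay below every CG library (exact permutation test, two-sided, p = 0.10, the smallest that 3 pigs against 3 allow). The median log2 fold change of all tested features was -0.23 for mRNA genes, -0.56 for lncRNA transcripts and -0.10 for miRNAs. The 13 protein-coding genes of mitochondrial DNA took 17.8% of the mRNA TPM sum in each GF library and 8.17% to 11.8% in CG libraries. TPM are shares of a whole, so a rise of a few abundant genes lowers the share of all others. With the mitochondrial genes out of the scaling, the median log2 fold change of the tested mRNA genes was -0.11.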

By the comparison of the whole expression levels of mRNA, miRNA and lncRNA between groups, CG pigs had slightly higher expression levels of lncRNAs and mRNAs than GF pigs (Figure 1D). 

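A feature was counted as detected in a group when it stood above 0 in at least 1 of the group's 3 libraries. By this rule 38220 of 43109 mRNA transcripts (88.7%) were detected in both groups, with 2575 in GF pigs only and 2314 in CG pigs only. Of 18956 mRNA genes, 18045 (95.2%) were detected in both groups. Of 11726 lncRNA transcripts, 9259 (79.0%) were detected in both groups, and 366 of 372 known miRNAs (98.4%) were. The balance of mRNA transcripts between the groups turned with the rule. With all 3 libraries of a group above 0, 3008 were in GF pigs only and 1839 in CG pigs only. At a value of at least 1 in at least 1 library, 1311 were in GF pigs only and 4377 in CG pigs only. The lncRNA count moved with the rule too. It was 5250 of 7250 (72.4%) when all 3 libraries of a group had to be above 0, and 2268 of 4024 (56.4%) at a value of at least 1 in at least 1 library, where 235 were detected in GF pigs only and 1521 in CG pigs only. Since the reads behind a TPM are unknown, a value of 0 does not show that a transcript was absent.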

We found 25,575 (83.3%) mRNAs, 1,916 (57.9%) lncRNAs, and 387 (92.1%) miRNAs that were shared by both GF and CG pigs that showed in the Venn diagram in Figure 1E.

### Differentially expressed transcripts and genes

The significant differences in transcript expression between GF and CG pigs are represented by a volcano plot (Figure 2A). 

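Of the tested mRNA genes, 69 were higher and 354 lower in GF pigs at the thresholds given above. Among these called genes, those with a symbol, a mean of at least 1 TPM and no overlap between the groups were ranked. The largest rise was that of HBB, the beta globin of red blood cells, on chromosome 9 from 4800683 to 4801941, at 601, 1172 and 420 TPM in GF pigs and 6.21 ± 3.54 TPM in CG pigs (SD, n = 3), a log2 fold change of 6.65 (standard error 0.46, adjusted p = 0.0027). Next came MARCKSL1, an actin-associated kinase substrate (log2 fold change 4.17), ATP8 of mitochondrial DNA (4.02), TTR, the thyroid hormone carrier of the choroid plexus (3.6), ND4L (3.31), RLBP1, a retinaldehyde-binding protein (3.23), and MBP, myelin basic protein (2.95). ND3 (2.68), ND6 (2.28) and GATC (2.22) close the 10 largest rises of genes with a symbol. The largest falls were those of HDC, the enzyme that makes histamine (log2 fold change -4.50, adjusted p = 0.022), and RPL31, a ribosomal protein (-4.30, adjusted p = 0.0027). AGRP, the appetite-stimulating peptide of the arcuate nucleus, on chromosome 6 from 28132614 to 28135594, stood at 0, 0.28 and 0 TPM in GF pigs and at 8.83 to 23.5 TPM in CG pigs (log2 fold change -3.86, standard error 0.34, adjusted p = 0.0062). The transcription factors NKX2-1 (-3.62), BSX (-3.17) and NR5A1 (-2.87), which mark parts of the hypothalamus, fell, as did CHGA (-3.08), which is abundant in the anterior pituitary. GHRH, the growth hormone-releasing hormone (-3.21), and SLC18A2, the vesicular monoamine transporter (-2.90), are also among the 10 largest falls of genes with a symbol. Of these 20 largest changes, 7 still passed whichever library was left out, namely HBB, ATP8, ND4L, RLBP1, RPL31, AGRP and BSX. The count of 423 fell to 47 without GF replicate 1, 42 without GF replicate 3 and 24, 22 and 54 without CG replicates 1, 2 and 3, and was 717 without GF replicate 2. With each library's log2 values centred on their median, a setting chosen after seeing the data, 122 mRNA genes were higher and 97 lower.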

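Of the tested lncRNA transcripts, 43 were higher and 332 lower in GF pigs. The largest rise and the largest fall lay in transcripts of 1 lncRNA gene, ENSSSCG00000048856. NONSUST013642.1 stood at 379, 782 and 561 TPM in GF pigs and at 0, 0.69 and 0.25 TPM in CG pigs (log2 fold change 8.75, standard error 0.34, adjusted p = 4.89e-06). NONSUST013652.1 stood at 0, 0 and 1.53 TPM in GF pigs and at 378 to 579 TPM in CG pigs (log2 fold change -8.35, standard error 0.40, adjusted p = 1.46e-05). The 15 transcripts of this gene together stood at 1333 ± 419 TPM in GF pigs and 2856 ± 181 TPM in CG pigs (SD, n = 3). Of the tested miRNAs, 9 were higher and 13 lower in GF pigs. Among these called miRNAs, those with a mean of at least 20 RPM and no overlap between the groups were ranked. The largest rises were those of miR-153, at 182 ± 32.2 RPM in GF pigs and 72.5 ± 2.68 RPM in CG pigs (log2 fold change 1.3, adjusted p = 0.0084), miR-143-3p (1.25), miR-24-3p (1.15), miR-15a (1.13) and miR-136-5p (1.09). The largest falls were those of miR-129a-3p, at 216 ± 23.0 RPM and 545 ± 47.8 RPM (log2 fold change -1.33, adjusted p = 0.0084), miR-532-3p (-1.2), miR-374b-5p (-1.09), miR-362 (-1.06) and miR-758 (-1.05). With 1 library left out, the lncRNA count was 52, 565 and 46 without GF replicates 1, 2 and 3 and 94, 76 and 474 without CG replicates 1, 2 and 3. In the same order the miRNA count was 18, 14, 33, 0, 0 and 14, where the fits without CG replicates 1 and 2 still had 86 and 82 miRNAs at an unadjusted p under 0.05. After centring on the median of each library, a setting chosen after seeing the data, 52 lncRNA transcripts were higher and 26 lower, and 23 miRNAs were higher and 1 lower.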

There were 938 known mRNAs (including 414 upregulated and 524 downregulated protein-coding genes), 385 LncRNAs (including 75 upregulated and 315 downregulated transcripts) and 42 miRNAs (including 20 upregulated and 22 downregulated transcripts) that showed differential expression in the GF pigs relative to the CG pigs with log_2_| (fold change) | ≥ 1 and *Padjust* < 0.05. The heatmap in Figure 2B shows that the entire expression profiles of genes or transcripts in the two groups of pigs exhibited extremely significant differences. The top 10 upregulated and downregulated mRNAs, lncRNAs and miRNAs are shown in Supplementary Table S2. 

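Of the 20 mRNAs in Supplementary Table S2, 8 reached 1 TPM in at least 3 libraries and were tested, and all 8 had the sign that the table gives. Among them 6 were called, including HBB and the unnamed gene ENSSSCG00000007978, at 957, 1689 and 683 TPM in GF pigs and 4.42 to 13.0 TPM in CG pigs (log2 fold change 6.89, adjusted p = 0.0027). Some untested genes were high in 2 CG pigs only. FSHB stood at 41.6 and 467 TPM in CG replicates 1 and 3, and ENSSSCG00000026430 at 50.6 and 42.5 TPM in CG replicates 1 and 2. In the same CG replicates 1 and 2, ENSSSCG00000027046 stood at 29.7 and 35.5 TPM and ENSSSCG00000012178 at 36.9 and 32.4 TPM. These unnamed genes share this pattern with the Y-linked genes given below. SHOX2, a transcription factor of the thalamus, stood at 71.9, 1.62 and 65.4 TPM in GF replicates 1, 2 and 3 and at 0 to 0.59 TPM in CG pigs (log2 fold change 4.24, adjusted p = 0.070), and passed only without GF replicate 2 (log2 fold change 5.82). CGA had a log2 fold change of -5.79 (adjusted p = 0.10). All 12 tested lncRNA transcripts of the table were called with its sign. Of 15 miRNAs of the table that are in the sheet, 14 were tested, all with its sign, and 7 were called, among them miR-144, a miRNA of red blood cells, at 8.15 ± 1.03 RPM in GF pigs and 2.06 ± 0.641 RPM in CG pigs (log2 fold change 1.60, adjusted p = 0.0084). All 7 lost the call without CG replicate 1 or without CG replicate 2. Taken as ratios of means, 14 mRNAs, 3 lncRNA transcripts and 15 miRNAs had the sign of the table, while 6 mRNAs and 17 lncRNA transcripts were listed at 0 in 1 group. The Y-linked genes of the table were not higher in every CG pig. ZFY stood at 13.7 and 16.1 TPM in CG replicates 1 and 2 and at 0 in CG replicate 3, KDM5D at 3.46, 3.45 and 0.04 TPM, and both at 0.03 TPM or less in GF pigs. The labels list every pig as male, which these values argue against, and sex was not part of the model. The table was chosen by the study on these libraries, so these signs are not independent evidence.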

Obviously, the existence of a large number of differential expressed genes (DEGs) indicated the huge differences in the physiological status of the hypothalamus between the two groups of pigs.

**Figure 2:**
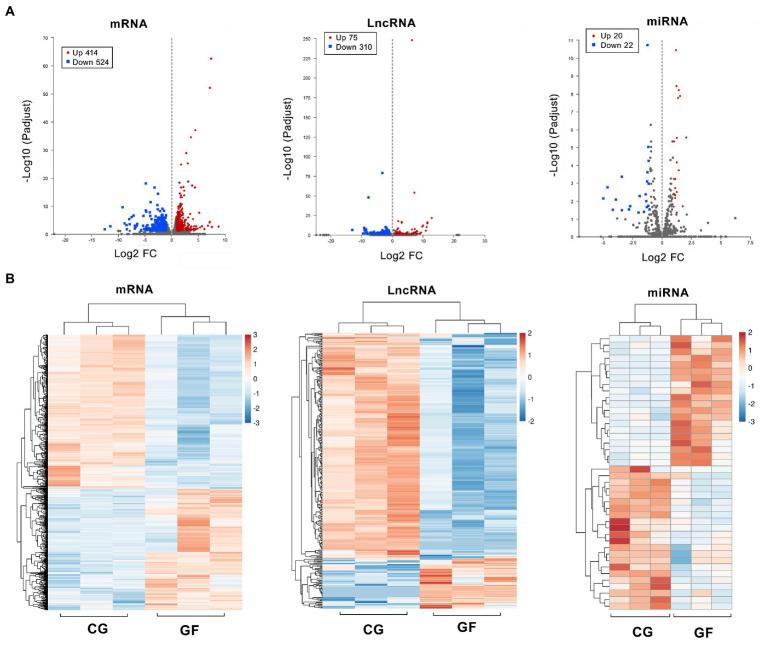
Differentially expressed transcripts and gene profiles in GF and CG pigs. **(A)** Volcano plots showing significantly different expression levels of different genes (mRNA) and transcripts (lncRNA and miRNA) between groups. **(B)** Clustering analysis of all differentially expressed genes and transcripts. The heatmap is based on expression values with log_2_| (fold change) | ≥ 1 and *Padjust* < 0.05.

### Gene ontology and Kyoto encyclopedia of genes and genomes analysis of DGEs

To better comprehend the mechanisms involved in hypothalamic development and function, gene ontology (GO) function and Kyoto encyclopedia of genes and genomes (KEGG) pathway enrichment analyses for the altered protein-coding genes were performed. According to the results of GO analysis, the DEGs were distributed across 136 significantly enriched functional terms with *Padjust* < 0.05, including 117 BP terms, 11 CC terms, and 8 MF terms. The top 20 significantly enriched terms are shown in Figure 3A. The five most significantly enriched GO terms were membrane part (CC, GO: 0044425, *Padjust* =  0.000), developmental process (BP, GO: 0032502, *Padjust* = 0.0002), cell–cell signaling (BP, GO: 0007267, *Padjust* = 0.0006), multicellular organism development (BP, GO: 0007275, *Padjust* = 0.0006) and system development (GO: 0048731, *Padjust* = 0.0006). 

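Of 26 tested genes that mark or specify the hypothalamus, 11 fell in GF pigs, 0 rose and 15 did not pass, and 16 fell when adjusted over the list alone. BSX, a homeobox factor of arcuate neurons, on chromosome 9 from 49873031 to 49910581, stood at 0, 0 and 0.10 TPM in GF pigs and 6.48 to 10.6 TPM in CG pigs (standard error 0.22, adjusted p = 0.0027). NKX2-1, which specifies the ventral hypothalamus, on chromosome 7 from 63487200 to 63491580, stood at 2.90 ± 2.70 TPM and 37.0 ± 2.65 TPM (SD, n = 3, adjusted p = 0.032). In GF replicates 1, 2 and 3 it stood at 0.10, 5.49 and 3.11 TPM. NR5A1, which marks the ventromedial nucleus, stood at 0.26 ± 0.13 TPM and 8.74 ± 4.30 TPM (adjusted p = 0.013). ISL1 (log2 fold change -1.90), HMX3 (-2.56), SIX6 (-2.50) and FOXB1 (-1.81), further regional transcription factors, also fell. OTP, needed for oxytocin and vasopressin neurons, had a log2 fold change of -2.32 that did not pass (adjusted p = 0.17). The list was lower than other genes (median log2 fold change -1.69, camera with a preset correlation of 0.01, adjusted p = 3.29e-06 over 39 lists, adjusted p = 0.73 with an estimated correlation). Without GF replicates 1 and 3 and CG replicates 1 and 2, 2 of the 11 falls still passed in each fit, without CG replicate 3 5 did and without GF replicate 2 all 11 did. Markers of the thalamus moved the other way, with a median log2 fold change of 1.34 over 14 genes (camera adjusted p = 3.29e-06, adjusted p = 0.73 with an estimated correlation), though 0 of them passed alone. Most of them stood high in GF replicates 1 and 3 and not in GF replicate 2, as for TCF7L2 with 250, 40.7 and 165 TPM in GF pigs and 32.4 to 39.4 TPM in CG pigs.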

The three most significantly enriched MF terms were hormone activity (MF, GO: 0005179, *Padjust* = 0.0080), NADH dehydrogenase (ubiquinone) activity (MF, GO: 0008137, *Padjust* = 0.0080), and NADH dehydrogenase (quinone) activity (MF, GO: 0050136, *Padjust* = 0.0006).

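Of 25 tested hypothalamic neuropeptide genes, 4 fell in GF pigs, 0 rose and 21 did not pass, and 9 fell when adjusted over the list alone. Besides AGRP these were GHRH, at 0.990 ± 0.986 TPM in GF pigs and 16.6 ± 6.09 TPM in CG pigs (SD, n = 3, standard error 0.40, adjusted p = 0.022), KISS1, the kisspeptin of reproductive control, at 0.050 ± 0.026 TPM and 1.86 ± 0.72 TPM (log2 fold change -1.41, adjusted p = 0.032), and TAC1, the precursor of substance P, at 20.3 ± 11.9 TPM and 71.8 ± 15.2 TPM (log2 fold change -1.94, adjusted p = 0.048). PMCH, the melanin-concentrating hormone of the lateral hypothalamus, stood at 0, 33.4 and 84.7 TPM in GF pigs and 165 to 363 TPM in CG pigs (adjusted p = 0.12). OXT, oxytocin, stood at 0.14, 1006 and 870 TPM and at 582 to 1836 TPM (adjusted p = 0.40). PMCH and OXT were thus near 0 in GF replicate 1 and not in GF replicates 2 and 3, while AGRP stood at 0.28 TPM or less in every GF pig. HDC and SLC18A2, of histamine and monoamine neurons, fell as well. The neuropeptide list was lower than other genes (median log2 fold change -1.67, camera adjusted p = 0.0054, adjusted p = 0.73 with an estimated correlation). Of the 4 falls, 2, 3 and 2 still passed without GF replicates 1, 2 and 3, and 1 passed without any 1 CG replicate. For NADH dehydrogenase, 2 of 31 tested nuclear complex I subunits rose in GF pigs and 29 did not pass, with 3 rising when adjusted over the list alone. NDUFA13, on chromosome 2 from 58401542 to 58410414, stood at 174 ± 12.4 TPM and 55.9 ± 6.80 TPM (log2 fold change 1.63, standard error 0.13, adjusted p = 0.0058), and NDUFA6 at 60.4 ± 4.33 TPM and 34.0 ± 2.92 TPM (log2 fold change 0.81, adjusted p = 0.029). NDUFA13 passed whichever library was left out, and NDUFA6 only without GF replicate 2.

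**Figure D1:**
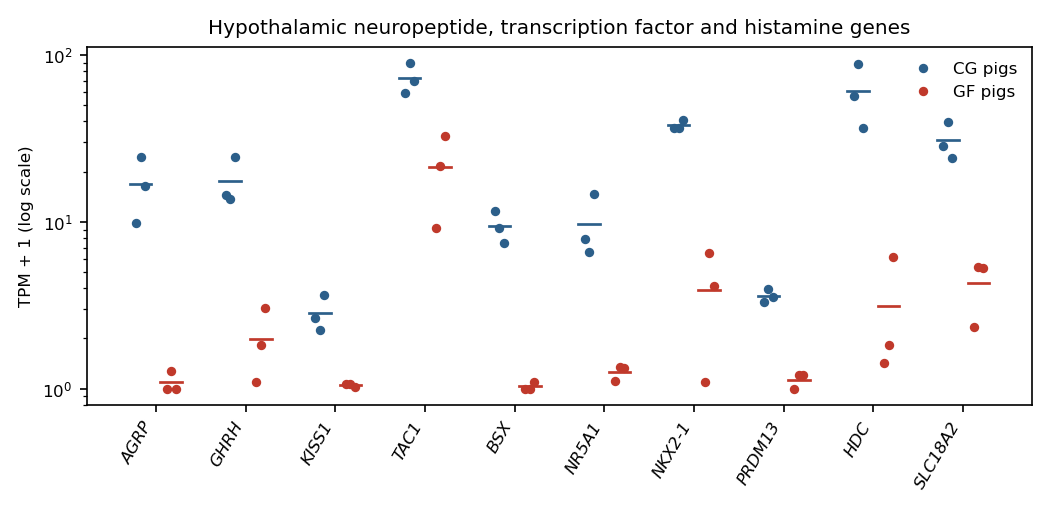
TPM + 1 on a log scale for 10 genes that fell in GF pigs, with 1 point per pig and a bar at each group's mean. For each gene the 3 GF pigs (red) lie below the 3 CG pigs (blue), as for KISS1 with GF pigs at 0.02 to 0.07 TPM.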

**Figure 3:**
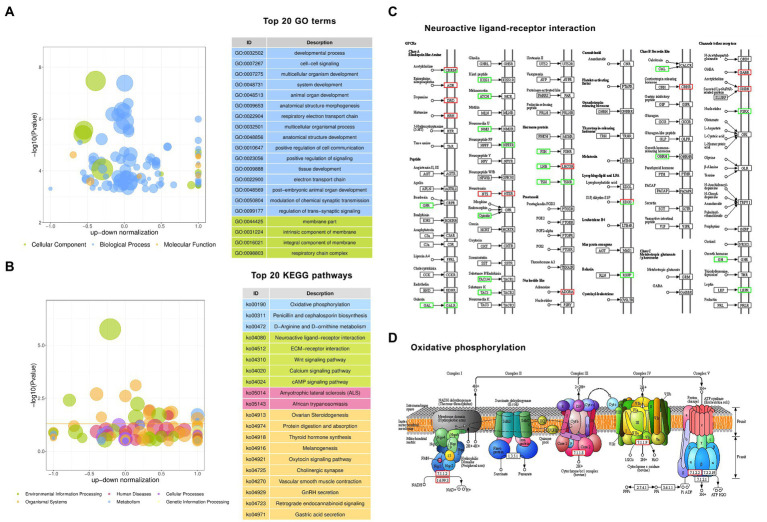
Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses of differentially expressed protein-coding genes. **(A)** The top 20 enriched GO terms. **(B)** The top 20 enriched KEGG pathways. **(C)** The pathway of neuroactive ligand–receptor interaction. **(D)** The pathway of oxidative phosphorylation. Red boxes are upregulated genes, and green boxes are downregulated genes in GF pigs relative to CG pigs.

According to the results of KEGG analysis, the DEGs were significantly enriched in 21 pathways with *Padjust* < 0.05, which are shown in Figure 3B. 

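Few members of the lists fixed for signaling and matrix genes passed alone. Of 33 tested Wnt pathway genes, 2 fell in GF pigs and 31 did not pass (3 fell when adjusted over the list alone). These were FZD5, a Wnt receptor, at 5.5 ± 1.94 TPM in GF pigs and 27.6 ± 12.1 TPM in CG pigs (SD, n = 3, log2 fold change -2.11, adjusted p = 0.032), and RSPO2, which amplifies Wnt signals, at 0.910 ± 0.602 TPM and 4.32 ± 0.80 TPM (log2 fold change -1.52, adjusted p = 0.041). Of 22 collagen and other matrix genes, 1 fell, THBS1, thrombospondin, at 4.73 ± 0.439 TPM and 14.2 ± 6.25 TPM (log2 fold change -1.33, adjusted p = 0.047). The fibrillar collagens COL1A1 (log2 fold change -1.46, adjusted p = 0.10) and COL1A2 (-1.03, adjusted p = 0.069) did not pass. Of 23 monoamine and acetylcholine receptors, 1 fell (3 over the list alone), CHRM5, a muscarinic receptor, at 3.36 ± 1.76 TPM and 23.1 ± 7.07 TPM (log2 fold change -2.52, adjusted p = 0.029). Of 35 GABA and glutamate receptors, 2 fell in either adjustment, GRM7 (log2 fold change -0.66, adjusted p = 0.043) and GRIK2 (-0.80, adjusted p = 0.048). Of 8 smooth muscle and pericyte markers, 1 rose, CNN1, calponin of smooth muscle (log2 fold change 1.13, adjusted p = 0.048). By camera the adjusted p was 0.50 for the Wnt list, 0.24 for the matrix list, 0.40 and 0.42 for the receptor lists and 0.32 for the smooth muscle list. Without GF replicate 2, CHRM5, FZD5, RSPO2, GRM7 and GRIK2 still passed, and none of these 7 genes passed without GF replicate 1 or 3 or any 1 CG replicate. The matrix list passed without CG replicates 1 (adjusted p = 0.021) or 2 (adjusted p = 0.037), where it was lower than other genes. Both receptor lists lay above other genes, with medians 0.119 and 0.105 above that of all genes, and passed as higher without GF replicate 2 (adjusted p = 0.029 and 8.49e-04).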

The top 10 enriched pathways included neuroactive ligand–receptor interaction, ovarian steroidogenesis, protein digestion and absorption, thyroid hormone synthesis, ECM-receptor interaction, Wnt signaling pathway, amyotrophic lateral sclerosis (ALS), melanogenesis, oxytocin signaling pathway, cholinergic synapse, vascular smooth muscle contraction, and oxidative phosphorylation. Based on the analysis, we observed that there were 33 DEGs enriched in the neuroactive ligand–receptor interaction pathway, which was the 1st most significantly enriched pathway. Figure 3C shows the core composited factors and interactions in the pathway. This result suggests that the deletion of gut bacteria has a dramatic effect on hypothalamic neural signaling activated by multiple receptor proteins such as G protein-coupled receptors (GPCRs).

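Of 37 tested neuropeptide and hormone receptor genes, 5 fell in GF pigs, 0 rose and 32 did not pass, and 16 fell when adjusted over the list alone. The falls were those of TSHR, LEPR and NPFFR1, with PGR, the progesterone receptor, at 1.29 ± 0.354 TPM in GF pigs and 6.01 ± 2.06 TPM in CG pigs (SD, n = 3, log2 fold change -1.59, adjusted p = 0.032), and OPRK1, the kappa opioid receptor, at 10.2 ± 2.26 TPM and 21.3 ± 3.07 TPM (log2 fold change -0.997, adjusted p = 0.044). The estrogen receptor gene ESR1 (log2 fold change -1.62, adjusted p = 0.078) and the growth hormone receptor gene GHR (-0.78, adjusted p = 0.15) did not pass. CRHR2, a receptor of the corticotropin-releasing hormone family, had a log2 fold change of 1.81 (adjusted p = 0.22). The list was lower than other genes (median log2 fold change -0.78, camera adjusted p = 0.012, adjusted p = 0.75 with an estimated correlation). The receptors moved with the hypothalamic transcription factors, whose median log2 fold change was -1.69, and against the thalamus markers, whose median was 1.34. Of the 5 falls, 4 passed without GF replicate 2 and 0 passed without GF replicate 1 or 3 or any 1 CG replicate. TSHR, LEPR and NPFFR1 were chosen by the study on these libraries, so their direction is not independent evidence. From the enrichment of ligand and receptor genes among its differentially expressed genes, the paper proposes that the absence of gut bacteria changes hypothalamic signaling through G protein-coupled and other receptors.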

In addition, similar to the enriched MF terms in GO analysis, KEGG analysis also revealed dozens of DEGs related to the change in energy turnover by enrichment of the oxidative phosphorylation pathway. 

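Of 78 tested subunits of the oxidative phosphorylation complexes, 11 were called higher in GF pigs (14.1%), against 39 of 12642 other tested genes with a symbol (0.31%, Fisher's exact test, one-sided, p = 6.84e-15). This test counts the genes as independent, which genes transcribed together from mitochondrial DNA are not, and in the tests of the lists that use an estimated correlation between genes the adjusted p was 0.73 to 0.84. Among the 11 were 7 genes of mitochondrial DNA, of which 3 to 7 passed with 1 library left out, and the nuclear genes NDUFA13, COX4I1, COX17 and ATP5ME. Over the 13 mitochondrial genes the rise was larger in shorter genes (Spearman's rho of length and log2 fold change -0.83). Fisher's test takes no account of gene length, and length was not examined for nuclear genes. COX4I1, a subunit of cytochrome c oxidase, stood at 1180 ± 234 TPM in GF pigs and 526 ± 42.6 TPM in CG pigs (SD, n = 3, log2 fold change 1.15, adjusted p = 0.032). COX17, its copper chaperone, on chromosome 13 from 140584286 to 140594636, stood at 52.4 ± 9.09 TPM and 20.0 ± 8.42 TPM (log2 fold change 1.41, adjusted p = 0.047). ATP5ME, of the ATP synthase, stood at 40.2 ± 2.47 TPM and 12.9 ± 4.28 TPM (log2 fold change 1.60, adjusted p = 0.027). Of the 65 nuclear subunits taken alone, 4 were called higher (6.15%, against 0.36% of other genes, the mitochondrial genes among them, Fisher's exact test, one-sided, p = 1.20e-04). By complex, 2 of 11 nuclear subunits of complex IV, 1 of 12 of the ATP synthase, 1 of 4 of complex II and 0 of 7 of complex III rose (3, 1, 2 and 0 when adjusted over each list alone, where 1 subunit of complex IV also fell). The rise in complex II was that of SDHB, at 146 ± 21.9 TPM and 88.3 ± 10.1 TPM (log2 fold change 0.71, adjusted p = 0.047). COX7B of complex IV (log2 fold change -0.51, adjusted p = 0.083) and NDUFB1 of complex I (-0.74, adjusted p = 0.064) did not pass. COX4I1, SDHB and ATP5ME passed without GF replicate 2, ATP5ME also without CG replicate 1, and COX17 in no fit with 1 library left out.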

Figure 3D shows the core composited factors and interactions in the pathway.

### RT-qPCR confirmation of the DE genes

Next, to validate RNA-seq results, four DE genes (*NPFFR1*, *GABRA1*, *LEPR*, and *TSHR*) in the neuroactive ligand–receptor interaction and three DE genes (*COX2*, *ATP6*, and *CYTB*) in oxidative phosphorylation were selected for RT-qPCR assay. As shown in Figure 4, qPCR data for the expression of selected genes were coincided with the RNA-seq result, thereby indicating that our transcript identification and abundance estimation are highly reliable.

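In the RNA-seq libraries the receptor genes TSHR, LEPR and NPFFR1 fell in GF pigs, and 1 of the 3 respiratory genes rose. TSHR, the thyrotropin receptor, stood at 0, 0.55 and 0.27 TPM in GF pigs and 3.05 to 4.44 TPM in CG pigs (log2 fold change -1.96, standard error 0.24, adjusted p = 0.019). LEPR, the leptin receptor, on chromosome 6 from 146802297 to 146896152, stood at 0.980 ± 0.435 TPM in GF pigs and 4.69 ± 1.15 TPM in CG pigs (SD, n = 3, log2 fold change -1.53, standard error 0.25, adjusted p = 0.032). NPFFR1, a receptor of RFamide peptides, stood at 1.23 ± 0.462 TPM and 3.83 ± 0.373 TPM (log2 fold change -1.13, adjusted p = 0.041). ATP6, a subunit of the ATP synthase, rose from 3973 ± 1058 TPM in CG pigs to 12067 ± 1397 TPM in GF pigs (log2 fold change 1.63, standard error 0.33, adjusted p = 0.043). COX2, of cytochrome c oxidase, had a log2 fold change of 0.81 (adjusted p = 0.23) and CYTB, of complex III, one of 0.72 (adjusted p = 0.12), with every GF library above every CG library for both. The 4 called genes passed without GF replicate 2, and 0 of them without GF replicate 1 or 3 or any 1 CG replicate. The genes were chosen by the study on these libraries. The qPCR values were not analysed here.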

**Figure 4:**
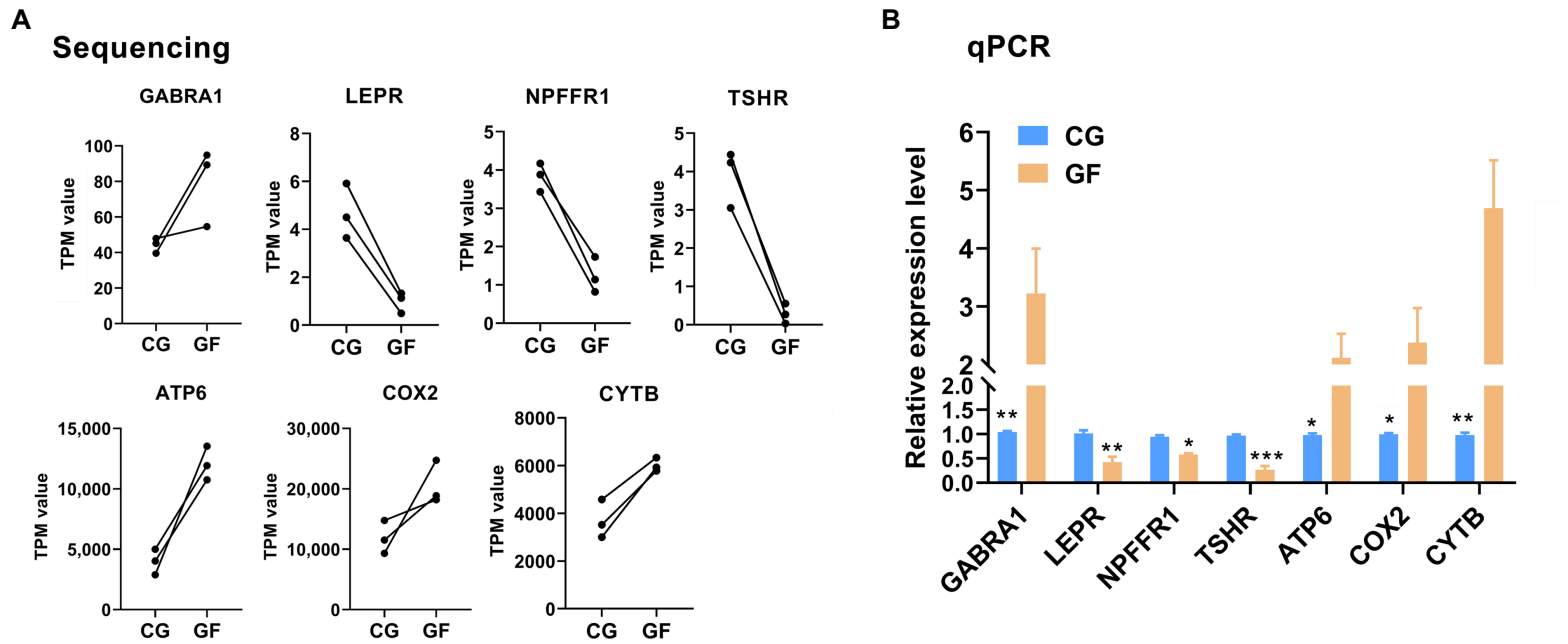
RT-qPCR validation of the RNA-Seq expression results. **(A)** The sequencing data for four DE genes (*NPFFR1*, *GABRA1*, *LEPR*, and *TSHR*) in the neuroactive ligand–receptor interaction and three DE genes (*COX2*, *ATP6*, and *CYTB*) in oxidative phosphorylation. **(B)** RT-qPCR data for the genes. The data are presented as the means ± SEM. *n* = 3. **indicates *p* < 0.01, * indicates *p* < 0.05 between CG pigs and GF pigs. *** indicates *p* < 0.001.

### Reactome pathway enrichment analysis of DEGs

Reactome is a knowledgebase of reactions and pathways for humans and dozens of other creatures, including pigs. Reactome provides an integrated view of the molecular details of biological processes ranging from metabolism to DNA replication and repair to signaling cascades (Fabregat et al., 2017; Jassal et al., 2020). Our Reactome analysis indicated that the DEGs were involved in 23 Reactome pathways with *q-*value < 0.05 (Figure 5). The Top 10 Reactome pathways were GPCR ligand binding (R-SSC-500792); Class A/1 (Rhodopsin-like receptors; R-SSC-373076); Respiratory electron transport, ATP synthesis by chemiosmotic coupling, and heat production by uncoupling proteins (R-SSC-163200); Hormone ligand-binding receptors (R-SSC-375281); Peptide hormone biosynthesis (R-SSC-209952); Complex I oxidizes NADH to NAD+, reduces CoQ to QH2 (R-SSC-6799197); ND4, ND5 bind the 550 kDa complex to form the 815 kDa complex (R-SSC-163217); Luteinizing hormone receptor can bind LH (R-SSC-391377); Removal of fibrillar collagen N-propeptides (R-SSC-2002428); Peripheral arm subunits bind the 815 kDa complex to form a 980 kDa complex (R-SSC-6799179). 

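The pituitary hormone genes PRL, TSHB and FSHB were highest in CG replicate 3. Of 5 tested anterior pituitary markers, 2 fell in GF pigs and 3 did not pass, and 4 fell when adjusted over the list alone. CHGA, chromogranin A of secretory granules, on chromosome 7 from 114345542 to 114357799, stood at 10.4 ± 4.85 TPM in GF pigs and 104 ± 75.7 TPM in CG pigs (SD, n = 3, adjusted p = 0.033). PRL, prolactin, stood at 0.60 to 7.21 TPM in GF pigs and at 9.14, 10.1 and 679 TPM in CG pigs (log2 fold change -3.59, adjusted p = 0.17). TSHB, of thyrotropin, stood at 0 to 0.77 TPM in 5 pigs and at 604 TPM in CG replicate 3, and FSHB, of follicle-stimulating hormone, at 41.6, 0.34 and 467 TPM in CG pigs and at 0.59 TPM or less in GF pigs. The list was lower than other genes (median log2 fold change -3.59, camera adjusted p = 0.012, adjusted p = 0.73 with an estimated correlation). CHGA passed without GF replicate 2 and in no other fit with 1 library left out.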

From the analysis of results, we found that GPCR protein family-mediated signaling, hormone signaling, heat production and mitochondrial oxidative metabolism showed clear differences in GF pigs compared to CG pigs.

**Figure 5:**
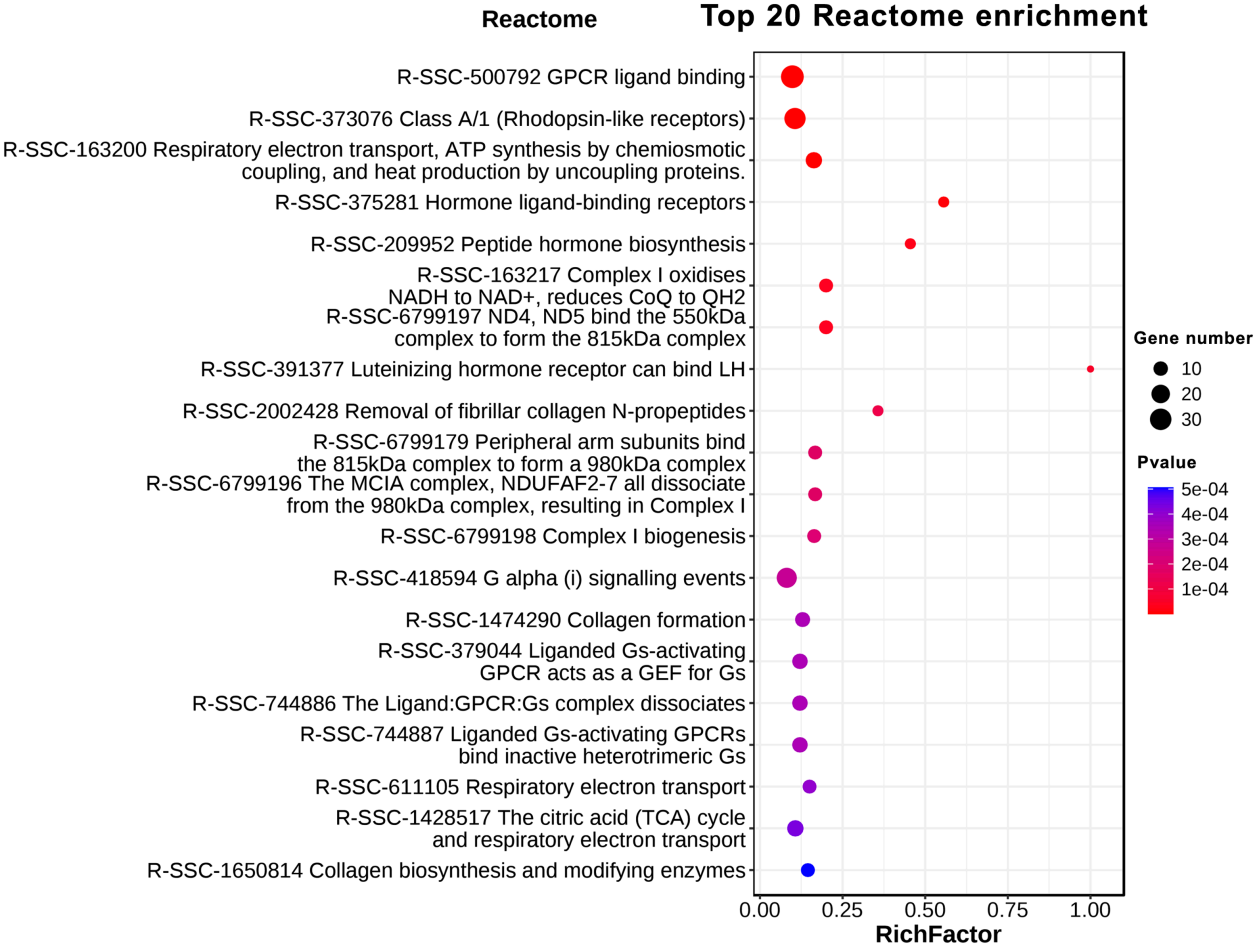
Reactome enrichment analysis of differentially expressed protein-coding genes.

### Transcription factor analysis

In this study, the prediction of transcription factors (TFs) for the whole dataset of DEGs was performed, and 158 TFs were found among 938 DEGs, which showed differences in expression levels between CG and GF pigs. The differentially expressed TFs mainly included members of the *zf-C2H2* (47 TFs), *ZBTB* (15 TFs), *Homeobox* (11 TFs), *bHLH* (9 TFs), and *ARID* (5 TFs) gene families. The zf-C2H2 TF family has hundreds of members and is the largest superfamily in mammalian genomes, and these TFs are widely involved in the processes of cell proliferation, differentiation, death and intracellular signaling. The heatmap in Figure 6 shows the expression profiles of 47 TFs in the *zf-C2H2* family. 

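Of 362 tested genes with a zinc finger symbol, 17 fell in GF pigs, 1 rose and 344 did not pass (16 and 1 when adjusted over the list alone). PRDM13, a regulator of neuron subtype, on chromosome 1 from 66539061 to 66546506, stood at 0, 0.20 and 0.20 TPM in GF pigs and 2.32 to 2.94 TPM in CG pigs (log2 fold change -1.67, adjusted p = 0.017). ZBTB20, on chromosome 13, stood at 49.1 ± 7.11 TPM in GF pigs and 106 ± 10.4 TPM in CG pigs (SD, n = 3, log2 fold change -1.1, adjusted p = 0.026). ZFP92 fell from 29.7 ± 1.74 TPM in CG pigs to 10.6 ± 3.93 TPM in GF pigs (log2 fold change -1.46, adjusted p = 0.036). KLF4, a factor of cell growth and differentiation, rose to 12.1 ± 1.09 TPM from 4.87 ± 1.06 TPM (log2 fold change 1.17, adjusted p = 0.033). PRDM13 and INSM2 are also in the list of hypothalamic transcription factors, of which 11 of 26 fell. Of the 47 factors in Figure 6, 35 had a lower and 12 a higher mean in GF pigs, and of the 46 that could be tested 7 fell and 1 rose. With the fold threshold, 4 of 5 called zinc finger genes were lower, as were 196 of 245 other called genes with a symbol, which is 80% of each (Fisher's exact test, two-sided, p = 1). Without it, 17 of 18 were lower (94.4%), against 510 of 644 others (79.2%, Fisher's exact test, two-sided, p = 0.14). The median log2 fold change of the zinc finger genes was -0.33, against -0.23 for all tested genes (camera adjusted p = 0.024, adjusted p = 0.84 with an estimated correlation). This difference did not pass without GF replicate 1 (adjusted p = 0.145), without CG replicate 2 (adjusted p = 0.051), with the replicate number as a block (adjusted p = 0.066) or with median-centred libraries (adjusted p = 0.075). Of the 18 changed genes, 17 passed without GF replicate 2 and 0 without GF replicate 1 or 3 or any 1 CG replicate. Figure 6 was drawn by the study from these libraries, so its directions are not independent evidence.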

More than 2/3 of the TFs in the *zf-C2H2* family showed significant reductions in expression levels in GF pigs, including multiple *ZNF* genes and *ZBTB* genes. These findings reveal the importance of gut microbiota for the normal expression and functions of *zf-C2H2* TFs. In addition, 170 lncRNAs have significant regulatory relationship with 6 of 47 *zf-C2H2* TFs according to the target prediction analysis shown in Supplementary Table S3. It has been observed that *INSM2* endured the most lncRNA regulation in the *zf-C2H2* family.

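INSM2, a zinc finger factor of neuroendocrine cells, on chromosome 7 from 64372361 to 64378366, stood at 0.603 ± 0.398 TPM in GF pigs and 3.30 ± 0.801 TPM in CG pigs (SD, n = 3, log2 fold change -1.44, standard error 0.25, adjusted p = 0.035). Supplementary Table S3 holds 170 pairs of an lncRNA and a target, of which 98 name INSM2, 27 PRDM13, 17 ZNF622, 17 KLF4 and 11 ZFP92. The pairs of INSM2 name 97 lncRNA genes, and 87 of these had a transcript that could be tested. Of their 127 tested transcripts, 93 fell in GF pigs and 3 rose at an adjusted p under 0.05. Among all 2388 tested lncRNA transcripts, 571 fell and 46 rose at that threshold. The study selected these lncRNAs on the same libraries, so their shared direction is not independent evidence, and the pairs themselves were not tested here. ZNF622, another target in the table, had a log2 fold change of 1.06 (adjusted p = 0.14). INSM2 passed without GF replicate 2 and in no other fit with 1 library left out.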

**Figure 6:**
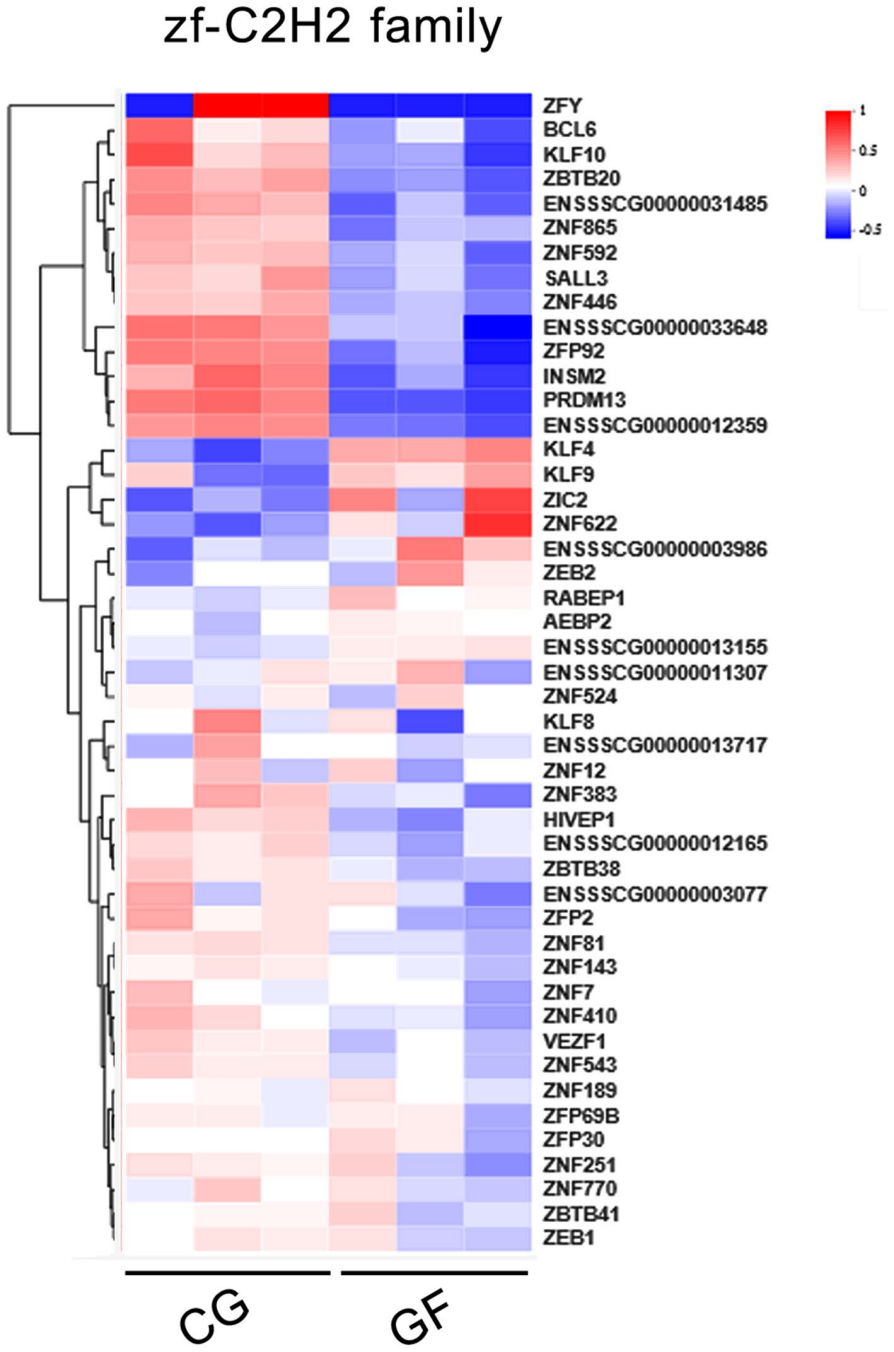
Clustering heatmap showing 47 altered *zf-C2H2* TFs.

### Construction of a competing endogenous RNA regulatory network

To investigate the interaction between different subtypes of DE RNAs, we constructed a competing endogenous RNA (ceRNA) network using DE miRNAs as a bridge for DE mRNAs and DE lncRNAs and identified the putative interactive pairs of DE miRNA – DE mRNA – DE lncRNA. 56 DE lncRNAs and 81 DE mRNAs were targeted by 5 DE miRNAs that were filtered according to *Padjust* < 0.05 and correlation > 0.90, and then these DE RNAs were used to construct an lncRNA-miRNA-mRNA triple network (Figure 7). In the regulatory ceRNA network, miR-22-3p, miR-24-3p, miR-136-3p, miR-143-3p, and miR-545-3p were located in the center and may play pivotal regulatory roles in the triple network. It is worth noting that all the five miRNAs were significantly downregulated in the hypothalamus of CG pigs. 

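Of the 5 miRNAs, 4 rose in GF pigs in the deposited values. miR-22-3p stood at 3307 ± 415 RPM in GF pigs and 1555 ± 71.5 RPM in CG pigs (SD, n = 3, log2 fold change 1.08 on the log2(RPM + 1) scale, standard error 0.13, adjusted p = 0.0084). miR-24-3p stood at 10235 ± 2561 RPM and 4509 ± 272 RPM (standard error 0.20, adjusted p = 0.013), and miR-143-3p at 14446 ± 3292 RPM and 5988 ± 308 RPM (standard error 0.17, adjusted p = 0.0084). miR-545-3p was low, at 2.45 ± 0.625 RPM and 0.767 ± 0.360 RPM (log2 fold change 0.97, adjusted p = 0.039). miR-136-3p, the arm that the text names, did not pass, at 779 ± 67.3 RPM and 673 ± 59.2 RPM with overlapping libraries (log2 fold change 0.21, adjusted p = 0.27). miR-136-5p, the arm that Supplementary Table S4 lists, rose to 40.1 ± 1.48 RPM from 18.3 ± 0.662 RPM (adjusted p = 0.0084). Each of the 5 that rose had every GF library above every CG library. All 5 rises lost the adjusted threshold without CG replicate 1 or without CG replicate 2 (for miR-22-3p the highest adjusted p was 0.054). miR-24-3p also lost it without GF replicate 2, and miR-545-3p whichever library was left out (highest adjusted p 0.13). The study chose these miRNAs on the same libraries.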

Target relationship between the five miRNAs and miRNAs or lncRNAs was showed in the Supplementary Table S4.

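The targets in Supplementary Table S4 lay mostly lower in GF pigs, opposite to the miRNAs that rose. Of 76 distinct mRNA targets 73 could be tested. Of these 65 had a negative and 8 a positive log2 fold change (median -0.62), 16 fell and 0 rose. Of 50 distinct lncRNA targets, 32 could be tested, all 32 with a negative log2 fold change (median -0.97), and 25 fell. By miRNA, 7 of 25 tested mRNA targets of miR-22-3p fell, 5 of 25 of miR-24-3p, 3 of 9 of miR-136-5p, 2 of 13 of miR-143-3p and 1 of 4 of miR-545-3p. The median log2 fold change of all tested features, -0.23 for mRNA genes and -0.56 for lncRNA transcripts, lay on the same side. The study chose these targets among its differentially expressed RNAs on the same libraries, so their directions are not independent evidence. Correlations between the miRNAs and their targets were not tested here.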

**Figure 7:**
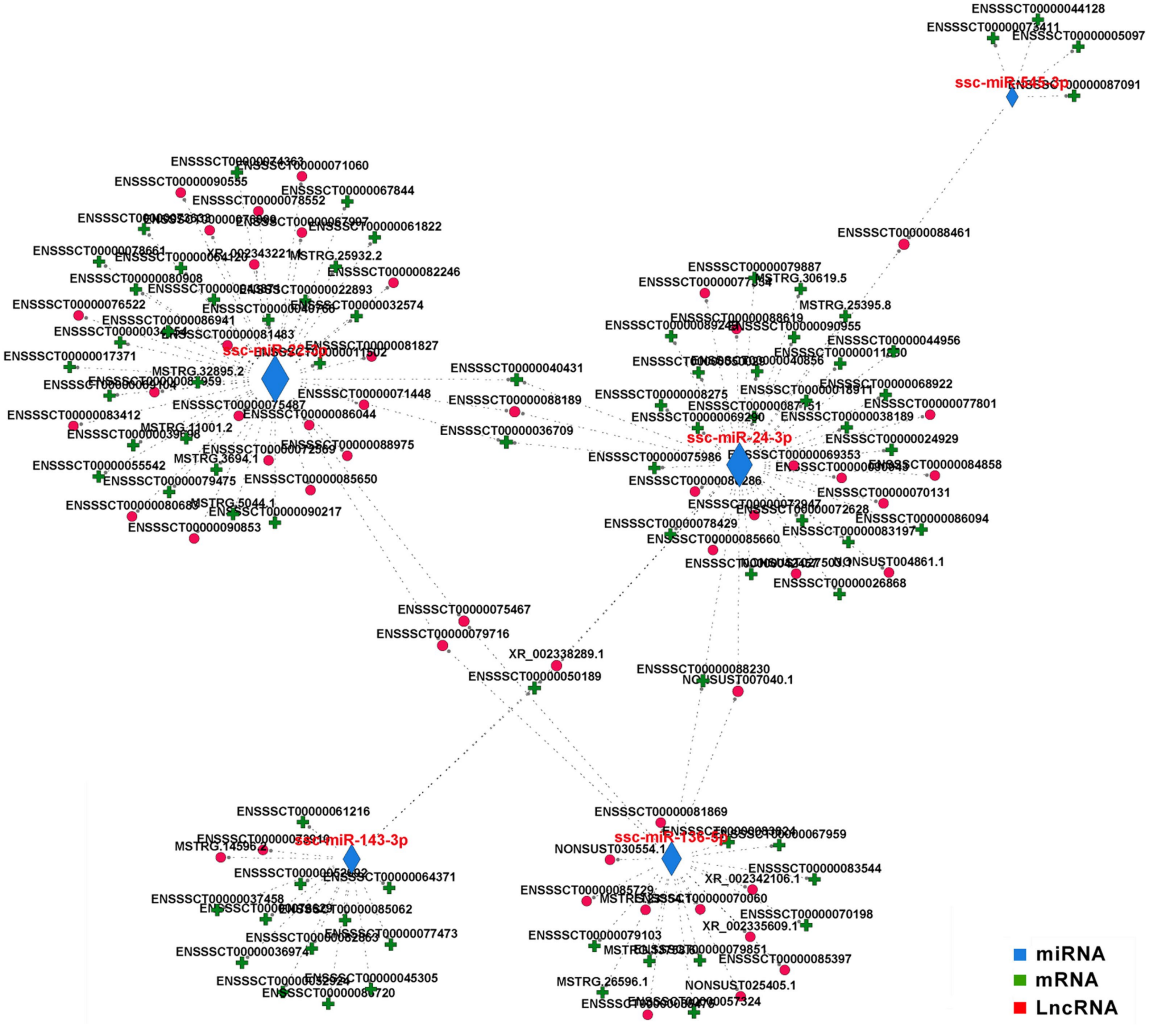
Competing endogenous (ce) RNA network in the hypothalamus. The ceRNA network was constructed based on lncRNA/miRNA and miRNA/mRNA interactions with correlation >0.9 and *padjust* < 0.05. The edges represent sequence matching, and lncRNAs connect expression-correlated mRNAs *via* miRNAs.

### Energic consumption was increased in GF pigs’ hypothalamus

Gene set enrichment analysis (GSEA) was also performed to identify the genes and cognitive pathways in the hypothalamus most affected by gut microbe colonization. 

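The lists of subunits of the respiratory complexes were higher in GF pigs as groups by camera. For the 13 genes of mitochondrial DNA the median log2 fold change was 1.45 (adjusted p = 5.16e-18, adjusted p = 0.73 with an estimated correlation), and 11 rose when adjusted over the list alone. For nuclear complex I it was 0.21 (adjusted p = 2.52e-08), for complex II 0.24, for complex IV 0.05 and for the ATP synthase 0.08 (adjusted p = 0.0054 for each of these 3), and for complex III 0.03 (adjusted p = 0.17). With an estimated correlation the adjusted p was 0.73 for each of these lists but complex III, where it was 0.84. The call of the ATP synthase was lost without GF replicate 1 (adjusted p = 0.056), and complex III was called higher without GF replicate 2 (adjusted p = 0.031). Of 13 tested genes of heat production and uncoupling, 0 rose and 0 fell, in either adjustment. DIO2, which activates thyroid hormone, had a log2 fold change of -0.62 (adjusted p = 0.58), PPARGC1A, a regulator of mitochondrial genes, one of -0.35 (adjusted p = 0.22) and UCP2 one of 0.68 (adjusted p = 0.064, and past the threshold without GF replicate 2). Their median log2 fold change was -0.09, above the -0.23 of all tested genes (camera adjusted p = 0.34). In all, camera called 15 of the 39 lists, 10 higher and 5 lower, and with an estimated correlation or by fry it was 0.

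**Figure D2:**
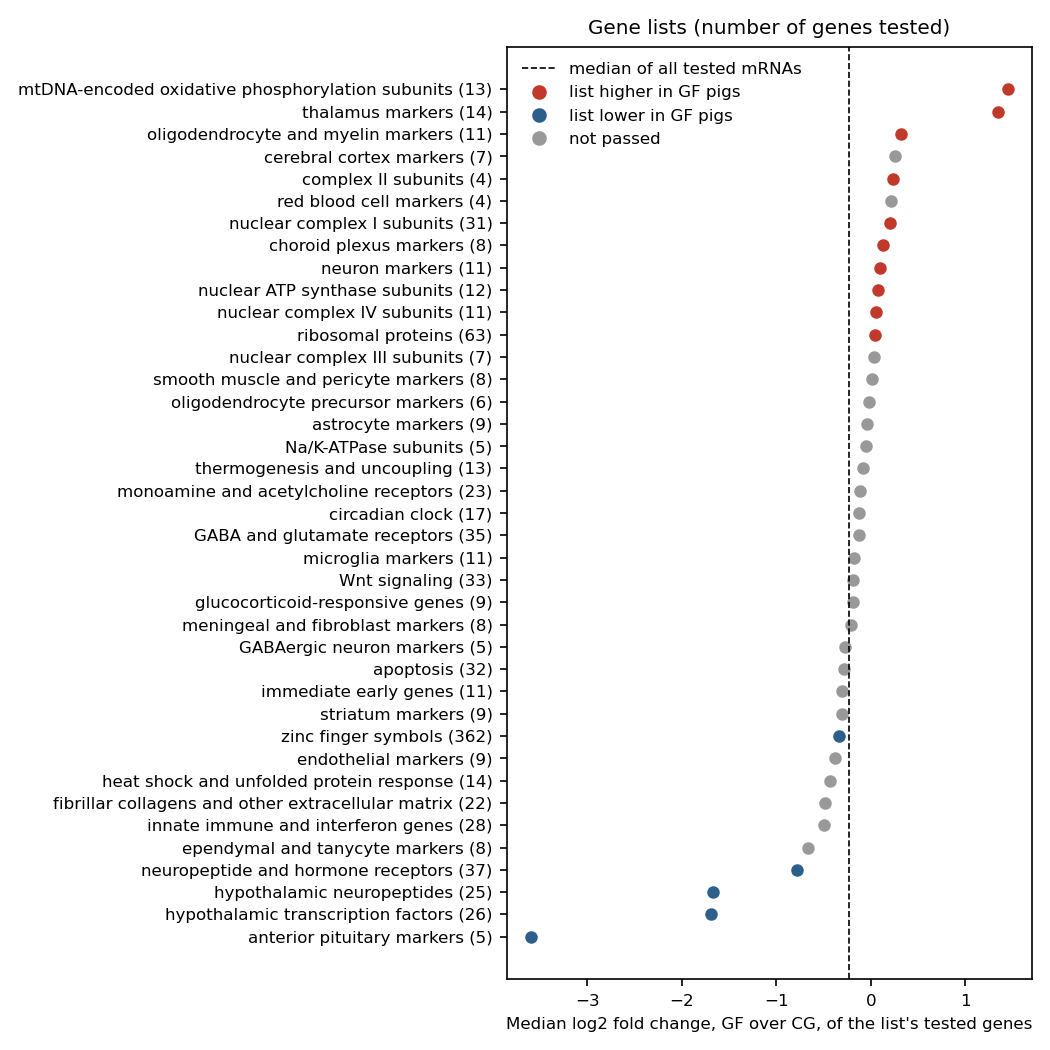
Median log2 fold change, GF over CG, of the tested genes of each of the 39 lists, with the number of genes in brackets and a dashed line at the median of all tested mRNA genes, -0.23. Red and blue lists passed camera with a preset correlation of 0.01, and none passes with an estimated correlation. Medians run from -3.59 for the anterior pituitary to 1.45 for the genes of mitochondrial DNA.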

Our GSEA results indicated that oxidative phosphorylation and thermogenesis were the most significantly enriched pathways (Figures 8A,B). This result was highly consistent with the KEGG and Reactome analyses. The two pathways share 17 altered genes. A protein–protein interaction (PPI) network was generated with the 17 genes and several mitochondrial DNA ND family genes located in the center of the network with the most neighbors and expanded nodes (Figure 8C). 

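All 13 protein-coding genes of mitochondrial DNA had a higher mean in GF pigs, and 7 of them rose at the adjusted threshold. ATP8, from 8959 to 9162 of the mitochondrial genome, stood at 3987 ± 1132 TPM in GF pigs and 252 ± 100 TPM in CG pigs (SD, n = 3, standard error 0.34, adjusted p = 0.0060). ND4L stood at 5075 ± 276 TPM and 531 ± 187 TPM (adjusted p = 0.0058), ND3 at 5165 ± 750 TPM and 817 ± 202 TPM (adjusted p = 0.0078) and ND6 at 1839 ± 298 TPM and 383 ± 97.3 TPM (adjusted p = 0.011). ND4 (log2 fold change 2.05, adjusted p = 0.019), ATP6 and ND1 (1.12, adjusted p = 0.047) also rose. COX3 (1.45, adjusted p = 0.085), ND2 (0.96, adjusted p = 0.054) and ND5 (0.76, adjusted p = 0.082) did not pass. COX1, the most abundant, stood at 42714 to 48305 TPM in GF pigs and 35227 to 47656 TPM in CG pigs (log2 fold change 0.17, adjusted p = 0.88). The rise was larger in shorter genes, from 4.02 for ATP8 with 204 bp to 0.76 for ND5 with 1821 bp (Spearman's rho of gene length and log2 fold change -0.83, across the 13 genes, permutation test, p = 0.0009, and genes are not independent replicates). ATP8 and ATP6 lie on 1 shared mRNA, as do ND4L and ND4. The log2 ratio of ATP8 to ATP6 was 2.39 higher in GF than in CG pigs, and that of ND4L to ND4 1.26 higher, both without overlap between libraries. Of 16 genes of Figure 8D that the sheet names, 12 passed and all were higher in GF pigs. With 1 library left out, 5, 11 and 4 of the 12 passed without GF replicates 1, 2 and 3 and 5, 5 and 6 without CG replicates 1, 2 and 3, where ATP8, ND4L and NDUFA13 passed each time. The study chose these genes on these libraries.

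**Figure D3:**
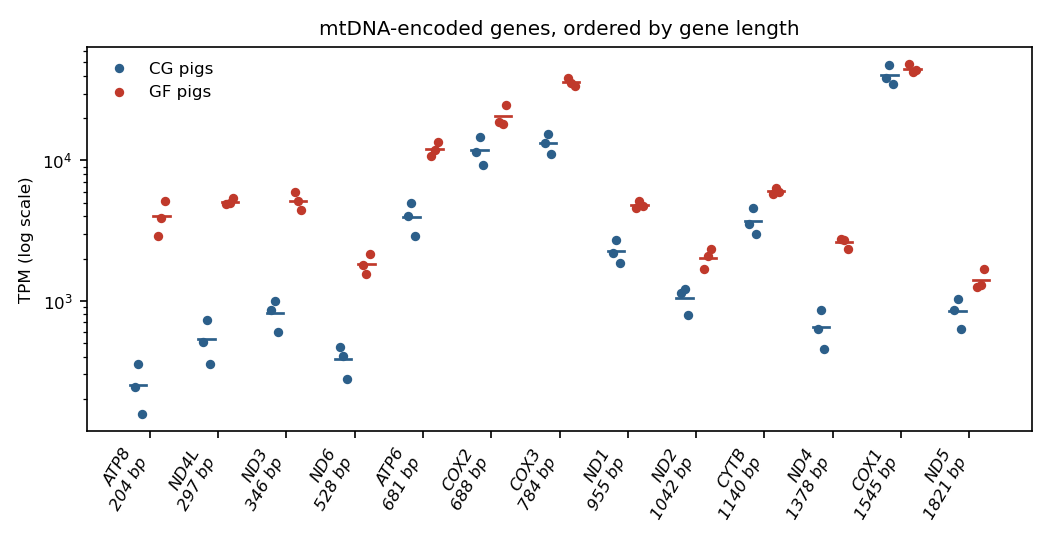
TPM on a log scale of the 13 protein-coding genes of mitochondrial DNA, ordered by gene length in bp, with 1 point per pig and a bar at each group's mean. GF pigs (red) and CG pigs (blue) lie far apart for ATP8, with 2901 to 5160 TPM against 156 to 356 TPM, and overlap for COX1.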

All of the genes were highly expressed in the GF pigs (Figure 8D), revealing that the requirement of energy expenditure was exorbitant.

**Figure 8:**
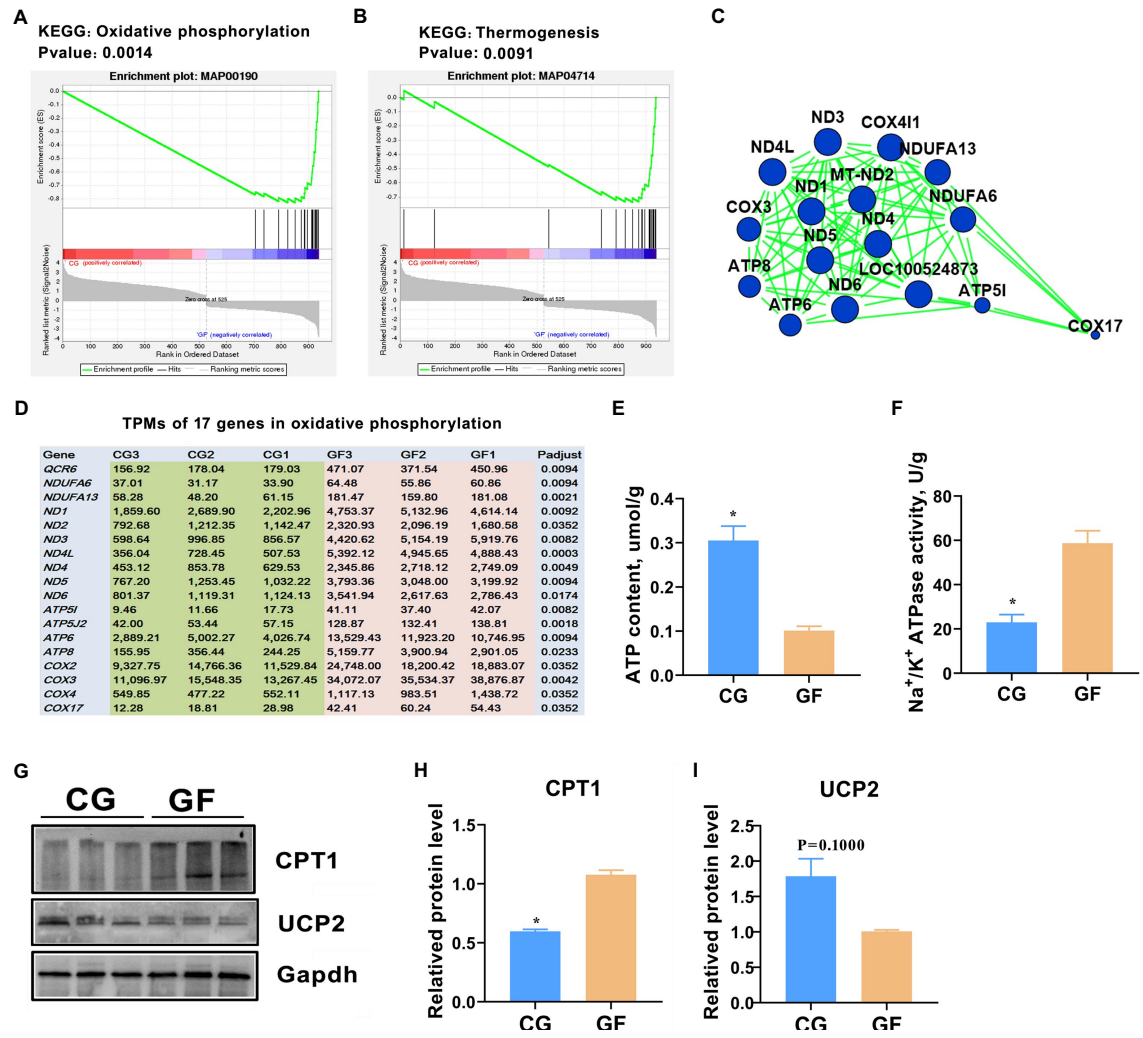
Hypothalamic energy consumption in pigs. GSEA analysis showed that oxidative phosphorylation **(A)** and thermogenesis **(B)** were significantly changed in GF pigs. **(C)** Protein–protein interaction (PPI) network of the 17 changed genes involved in oxidative phosphorylation and thermogenesis. **(D)** Expression levels (TPMs) of the 17 genes related to oxidative phosphorylation and thermogenesis. **(E)** ATP contents in the hypothalamus; **(F)** ATPase activity in the hypothalamus. **(G)** Western blotting (WB) analysis the protein levels of carnitine palmitoyl transterase-1 (CPT1) and uncoupling protein 2 (UCP2) in hypothalamus. **(H,I)** Quantitative analysis of the protein levels of CPT 1 and UCP2. The data are presented as the means ± SEM. *indicates *p* < 0.05 between CG pigs and GF pigs, *n* = 4 for the ATP content and ATPase activity assay and *n* = 3 for WB analysis.

To verify this result, we further evaluated the content of adenosine 5′-triphosphate (ATP), the principal energy currency of the cell, and the activity of ATPase in the hypothalamus. The obtained data showed that the ATP content in the GF pigs was significantly less than that in the CG pigs, with *p* < 0.05 (Figure 8E). However, the catalytic activity of Na^+^/K^+^ ATPase was almost 1.7-fold higher in the GF pigs than in the CG pigs (Figure 8F). Furthermore, protein level of carnitine palmitoyl transterase-1 (CPT-1) was clearly increased while protein level of uncoupling protein 2 (UCP2) was reduced in the GF pigs’ hypothalamus that was showed by the western blotting assay (Figures 8G–I). Previous studies indicated that CPT1 is a key rate-limiting enzyme in the process of mitochondrial fatty acid oxidation, while UCP2 has a role in the ATP production (Qu et al., 2016; Kim et al., 2019). Therefore, these findings indicating that ATP production was decreased, however, ATP consumption was enhanced in the pigs without gut microbes.

### Hypothalamic cell apoptosis was increased in the pigs with gut microbes

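Of 32 tested genes of apoptosis, 1 rose in GF pigs, 0 fell and 31 did not pass, and none passed when adjusted over the list alone. The 1 that rose was CYCS, cytochrome c, which carries electrons in the respiratory chain and starts caspase activation once released, on chromosome 18 from 47169921 to 47172212. It stood at 59.7 ± 11.6 TPM in GF pigs and 34.5 ± 1.66 TPM in CG pigs (SD, n = 3, log2 fold change 0.76, standard error 0.17, adjusted p = 0.047), and passed without GF replicate 2 but in no other fit with 1 library left out. FADD, an adaptor of death receptors, had a log2 fold change of -0.70 (adjusted p = 0.057) and passed without GF replicate 2 (log2 fold change -0.81). BAD, which promotes mitochondrial apoptosis, had a log2 fold change of -0.43 (adjusted p = 0.071). APAF1 (0.05) and CASP9 (0.02), which are parts of the apoptosome, had adjusted p values of 0.91 and 0.94. The median log2 fold change of the list was -0.29, against -0.23 for all tested genes (camera adjusted p = 0.74, adjusted p = 0.84 with an estimated correlation).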

We noticed that the GSEA analysis also showed that dozens of DEGs were significantly enriched in apoptosis (Figure 9A). Therefore, we examined the hypothalamic cell apoptosis level in the two groups of pigs. The TdT-mediated dUTP nick end labeling (TUNEL) analysis showed that the number of apoptosis-positive cells in the hypothalamus of CG pigs was significantly greater than that of GF pigs (approximately 5–7-fold for GF pigs, Figure 9B). Furthermore, we analyzed the hypothalamic expression level of Caspase3, a key regulator and executor of programmed cell death (Jiang et al., 2020). The results of western blotting analysis showed that the protein levels of total caspase3 protein and cleaved Caspase3 (activated) were significantly increased in CG piglets with *p* < 0.05 (Figures 9C,D). It was speculated that the colonization of intestinal microbe increased the cell apoptosis rate in the hypothalamus in CG pigs may cause by the raise of circulating pro-inflammatory molecules. To confirm the speculation, blood concentrations of bacterial lipopolysaccharide (LPS) and interleukin-1 (IL-1) were detected by the ELISA method. The results showed that the blood concentration of LPS and IL-1 in CG pigs were about 5- and 2.3-fold of that of GF pigs, respectively (Figures 9E,F). Undoubtedly, these findings suggest that the colonization of gut microbes increases cell apoptosis in the hypothalamus, which may have a certain impact on brain health.

**Figure 9:**
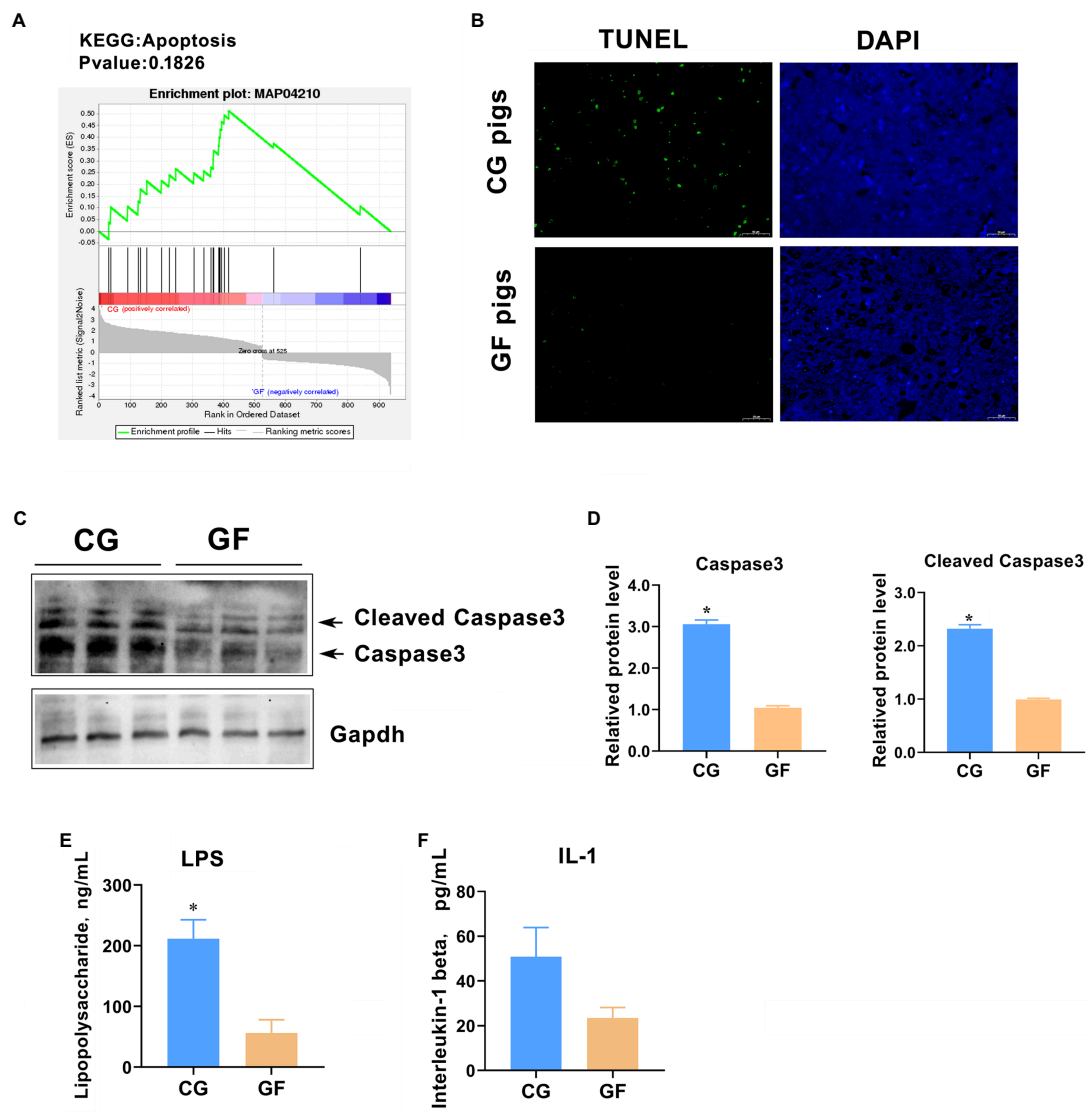
Hypothalamic cell apoptotic level between groups. **(A)** Apoptosis enrichment indicated by GSEA. **(B)** TUNEL analysis of cell apoptosis in the hypothalamus. Green color indicates TUNEL-positive cells. **(C)** Western blotting analysis of total and cleaved Caspase3. **(D)** Quantitative analysis of the protein levels of total and cleaved Caspase3. **(E)** Blood concentration of bacterial lipopolysaccharide (LPS). **(F)** Blood concentration of interleukin-1 (IL-1). The data are presented as the means ± SEM. *indicates *p* < 0.05 between CG pigs and GF pigs. *n* = 4 for the detection of LPS and IL-1 concentrations and *n* = 3 for WB analysis.

## Discussion

Accumulating evidence suggests that the colonization and proliferation of gut microbes closely affect and alter the brain and CNS in humans and animals (Kelly et al., 2016; Rutsch et al., 2020; Zafar and Saier, 2021). A healthy gut with diverse microbes is vital for normal brain functions and emotional behavior (Suganya and Koo, 2020). The brain is the most complex organ in our body, and it is indisputably difficult to clearly distinguish the subtle structural and physiological changes in the brain caused by gut microbiota. GF animals without gut microbes are ideal models for studying the microbe-gut-brain axis. Lu et al. (2018) investigated the differences in brain development and behaviors between GF mice and mice with a gut microbiota (Lu et al., 2018). They found that the mice with gut microbiota showed better brain structural maturation, better contextual memory, and better spatial and learning memory than GF mice. This suggests that commensal bacteria are necessary for normal morphological development and maturation of the brain.

To explore the molecules related to brain development and function, high-throughput omics analysis has been widely used, especially transcriptome analysis. Recently, several studies based on rodents have given explanatory notes about the effects of gut microbial deletion on the morphology, function, and gene expression profiles of the brain using transcriptome analysis. A previous study has showed that 50 miRNAs and 4,623 mRNAs were differentially expressed in the hippocampi of GF mice compared with those of specific pathogen-free (SPF) mice (Chen et al., 2017). Colonization with the gut bacterial community of SPF mice could partially correct the variation in mRNA and miRNA expression profiles in the hippocampus of GF mice, but that was not sufficient to reverse the behavioral alterations of GF mice. Similarly, Zhou investigated 2,230 differentially expressed lncRNAs in the hippocampus of GF mice relative to SPF mice. Most of these lncRNAs and their target mRNAs were highly associated with cardiac hypertrophy, nuclear factors of activated T cells (NFAT), gonadotropin-releasing hormone (GnRH), calcium, and cAMP-response element binding protein (CREB) signaling pathways (Zhou et al., 2020). These gene expression studies provide references for subsequent functional research on the microbiota-gut-brain axis.

Due to the similar organ size and similar metabolic characteristics of pigs and humans, pigs are considered to be a more suitable model for studying human-related metabolic diseases than mice and rats (Koopmans and Schuurman, 2015). In this study, the effects and details of the deletion and colonization of gut microbes on the pig hypothalamus, the core of the intersection of the nervous system and endocrine system, were demonstrated by whole transcriptome analysis; thus, this study provides a lot of valid information for future studies on brain development and metabolism. Our results showed that thousands of protein-coding RNAs and noncoding RNAs were clearly differentially expressed in GF pigs compared to pigs with gut microbes. These altered genes were involved in the regulation of the nervous system, signal transduction, developmental regulation, and neurological diseases, reflecting how gut microbes affect the health and function of the hypothalamus. Notably, the transcriptome analysis highlighted that ligand–receptor-mediated neural signaling systems, such as GPCR-mediated signaling networks, were significantly changed by gut microbe deletion. Undoubtedly, this leads to corresponding changes in CNS signaling and will affect the animal’s behavior and mood. In addition, we speculate that the changes in the ligand–receptor-activated neural signaling system in GF pigs were mainly due to the lack of bacterial metabolites such as short-chain fatty acids (SCFAs). As we all known that SCFAs could activate many members of GPCR protein family by receptor-ligand binding and then make an impact on activation of brain neural signals and keep of blood brain barrier (BBB; Silva et al., 2020). Moreover, some other types of compounds produced by gut bacteria, such as amino acid derivatives (i.e., melatonin and GABA) and secondary bile acids have similar effects on the switching in neural signaling.

Previous GF animal-based studies have indicated those energy homeostasis and glycolipid metabolisms are significantly altered in animals without any gut microbes (Krisko et al., 2020). A study showed that GF mice have a lower body fat weight and lower metabolic rate than mice with gut microbiota (Bäckhed et al., 2004). Nevertheless, Bäckhed found that compared to mice with a gut microbiota, GF mice are protected against the obesity that develops after consuming a high-fat, sugar-rich diet (Bäckhed et al., 2007). Mechanistically, GF mice have significantly increased levels of phosphorylated AMP-activated protein kinase (AMPK) and its downstream targets involved in fatty acid oxidation (acetyl-CoA carboxylase, ACC; carnitine palmitoyl transferase, CPT) in muscle and liver. A similar study reported that diet-induced obesity resistance in GF mice was conveyed by increased energy expenditure, preferential carbohydrate oxidation, and increased fecal fat and energy excretion (Kübeck et al., 2016). Our previous study also showed that GF piglets have smaller muscle and fat sizes than pigs with gut microbiota of the same age. Muscle cell mitochondria have dysregulated expression of multiple genes involved in oxidative metabolism (Qi et al., 2021a,b). The brain is the main organ for energy consumption in mammals, accounting for approximately 20% of the body’s energy expenditure (Bélanger et al., 2011; Engl and Attwell, 2015). This study found that the hypothalamus of GF and CG pigs showed large differences in oxidative phosphorylation and energy utilization. Gene expression analysis indicated that hypothalamic oxidative phosphorylation and mitochondrial function were significantly enhanced in GF pigs. Similarly, 31 genes related to oxidative phosphorylation and mitochondrial function was upregulated in the ilea of GF mice, as revealed by transcriptome analysis (Manes et al., 2017). These findings suggested that the gut microbiota could control bioenergetics for the host within the metabolic network by regulating various factors in energy turnover.

It is known that gut-residing microbes in the disease or disruption state may be involved in the progression of neurological disorders (Quigley, 2017; Sun and Shen, 2018). McVey-Neufeld et al. reported that colonization of gut microbiota restores normal intrinsic and extrinsic nerve function and gut–brain signaling in GF mice (McVey-Neufeld et al., 2015). Here, we unexpectedly found that colonization of the gut microbiota resulted in a significant increase in the number of apoptotic cells in the hypothalamus of piglets. This may be due to the increase in pro-inflammatory factors such as lipopolysaccharide (LPS) produced by gut microbes or by the imbalance of the cell repair process mediated by the immune system that was also affected by gut microorganisms. The significant elevation of blood concentrations of LPS and IL-1 in the CG pigs confirmed this speculation to a large extent. This study has not accurately explored and reflected the underlying molecular mechanism of cell apoptosis in the hypothalamus caused by gut microbiota, which is an important topic for our future research. This finding provides new evidence that the gut microbiota is inextricably linked to the health of the brain through crosstalk in the microbe-gut-brain axis.

We must state the limitations for this study. Limited by the experimental conditions, the sample size in this study is small, which may have a certain impact on the accuracy of results. In addition, the authenticity of the numerous changed genes and signaling targets obtained by the sequencing should to be verified through in-depth functional assays. We will continue to investigate the effects of gut microbes on hypothalamic function and health based on the GF pig model.

## Conclusion

To summarize, this study demonstrates the significant effects of gut microbe colonization on the porcine hypothalamus. The whole-transcriptome analysis showed thousands of protein coding and noncoding genes differentially expressed in GF pigs related to the pigs having a gut microbiota and therefore comprehensively affecting the development, function and health of the hypothalamus. Importantly, this study also provides new candidate target molecules for subsequent functional research.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: NCBI GEO - GSE207675.

## Ethics statement

The study was approved by Ethics Committee of the Chongqing Academy of Animal Science (No. 2020012B).

## Author contributions

ZL and RQ: conceptualization. RQ, JW, XQ, XL, and JS: data curation. JS and XL: formal analysis. ZL, XQ, and RQ: funding acquisition. JW, QW, and XQ: investigation. JS, FY, and RQ: methodology. RQ and ZL: project administration. LG and RQ: resources. RQ: supervision and writing—original draft. XL and JW: visualization. LG and ZL: writing—review and editing. All authors contributed to the article and approved the submitted version.

## Funding

This research was supported by the National Natural Science Foundation of China (U21A20245) and the Financial Resourced Program of Chongqing (nos. 20238 and 21515).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Supplementary material

The Supplementary material for this article can be found online at: https://www.frontiersin.org/articles/10.3389/fmicb.2022.970470/full#supplementary-material

## Footnotes

^1^ http://www.mirbase.org/

^2^ http://sourceforge.net/projects/mireap/

^3^ https://www.omicshare.com/tools/

^4^ http://bioinfo.life.hust.edu.cn/AnimalTFDB/

^5^ http://www.tbi.univie.ac.at/software/

^6^ http://string-db.org

# Supplementary material for: The effects of gut microbiota colonizing on the porcine hypothalamus revealed by whole transcriptome analysis
**Source:** Front Microbiol. 2022 Oct 13;13:970470. doi: 10.3389/fmicb.2022.970470
**Supplement:** Supplementary file 1

**Supplementary table 1. Primer sequences of qPCR**

| **Gene** | **Primer sequence** (5’→3’) |
| --- | --- |
| NPFFR1 | F: CATCGTGCACCCTTTTCGTG  R: CGAGGGGCACATGATGAGAA |
| GABRA1 | F: ACCGCTCAGACCTAGTGAGT  R: CCAGGCCCAAAGGTAGTCAG |
| LEPR | F: GAGGCAGTTGTTGAAACGGA  R: TGTTCCAGTTTGCACCTGTT |
| TSHR | F: GCAGCTGGAATCACAGTCCT  R: GTTGCACAGGCCCTGAAAAG |
| COX2 | F: AAGACGCCACTTCACCCATC  R: TCTTGGGCATCCATTGTGCT |
| ATP6 | F: TGCCTCTTTCATTGCCCCTA  R: TTGGATCGAGATTGTGCGGT |
| CYTB | F: ACGCATTCATTGACCTCCCA  R: TGCTCCGTTTGCATGTAGGT |
| β-actin | F: GCGGCATCCACGAAACTAC  R: TGATCTCCTTCTGCATCCTGTC |

# Supplementary material for: The effects of gut microbiota colonizing on the porcine hypothalamus revealed by whole transcriptome analysis
**Source:** Front Microbiol. 2022 Oct 13;13:970470. doi: 10.3389/fmicb.2022.970470
**Supplement:** Supplementary file 2

**Supplementary table 2. top 10 upregulated and downregulated mRNAs, lncRNAs and miRNAs**

| **mRNA** | | | | | **lncRNA** | | | | **miRNA** | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Gene** | **name** | **Change** | **Log2（FC）** | ***Padjust*** | **Gene** | **Change** | **Log2（FC）** | ***Padjust*** | **Gene** | **Change** | **Log2（FC）** | ***Padjust*** |
| ENSSSCG00000026600 | KLHL30 | up | 8.88 | 0.0023 | ENSSSCT00000075948 | up | 12.86 | 0.0000 | miR-144 | up | 2.08 | 0.0000 |
| ENSSSCG00000025238 | SHOX2 | up | 7.57 | 0.0025 | ENSSSCT00000046229 | up | 11.45 | 0.0000 | miR-545-3p | up | 1.76 | 0.0202 |
| ENSSSCG00000007978 | —— | up | 7.42 | 0.0000 | NONSUST016307.1 | up | 11.41 | 0.0000 | miR-32 | up | 1.54 | 0.0000 |
| ENSSSCG00000014725 | HBB | up | 7.20 | 0.0000 | NONSUST013642.1 | up | 11.20 | 0.0000 | miR-490-5p | up | 1.43 | 0.0002 |
| ENSSSCG00000043911 | —— | up | 7.19 | 0.0000 | XR_002346056.1 | up | 10.95 | 0.0000 | miR-153 | up | 1.43 | 0.0000 |
| ENSSSCG00000046062 | —— | up | 7.16 | 0.0001 | NONSUST013638.1 | up | 10.00 | 0.0000 | miR-143-3p | up | 1.36 | 0.0000 |
| ENSSSCG00000038670 | —— | up | 6.83 | 0.0012 | ENSSSCT00000085926 | up | 9.80 | 0.0000 | miR-24-3p | up | 1.28 | 0.0000 |
| ENSSSCG00000003900 | DMBX1 | up | 6.14 | 0.0164 | NONSUST013655.1 | up | 9.40 | 0.0015 | miR-15a | up | 1.27 | 0.0001 |
| ENSSSCG00000014324 | MYOT | up | 6.14 | 0.0140 | XR_002341370.1 | up | 8.93 | 0.0131 | miR-146b | up | 1.27 | 0.0032 |
| ENSSSCG00000027275 | HHLA2 | up | 5.70 | 0.0015 | XR_002339514.1 | up | 8.16 | 0.0380 | miR-3613 | up | 1.26 | 0.0450 |
| ENSSSCG00000026430 | —— | down | -12.55 | 0.0187 | NONSUST013639.1 | down | -13.04 | 0.0000 | miR-375 | down | -5.00 | 0.0072 |
| ENSSSCG00000027046 | —— | down | -11.53 | 0.0018 | NONSUST013652.1 | down | -9.48 | 0.0068 | 17_41336 | down | -4.64 | 0.0017 |
| ENSSSCG00000042226 | —— | down | -9.20 | 0.0000 | ENSSSCT00000059733 | down | -9.39 | 0.0055 | 15_38177 | down | -4.19 | 0.0317 |
| ENSSSCG00000013328 | FSHB | down | -8.83 | 0.0001 | NONSUST023215.1 | down | -9.11 | 0.0000 | 2_7379 | down | -3.92 | 0.0082 |
| ENSSSCG00000012178 | —— | down | -8.49 | 0.0006 | NONSUST010494.1 | down | -9.06 | 0.0099 | ssc-miR-10386 | down | -3.42 | 0.0004 |
| ENSSSCG00000012179 | ZFY | down | -8.36 | 0.0212 | NONSUST023644.1 | down | -8.96 | 0.0000 | 2_7536 | down | -3.40 | 0.0326 |
| ENSSSCG00000032354 | KDM5D | down | -7.93 | 0.0000 | NONSUST020202.1 | down | -8.84 | 0.0000 | X_42979 | down | -2.81 | 0.0299 |
| ENSSSCG00000025434 | CGA | down | -7.85 | 0.0003 | NONSUST009878.1 | down | -8.70 | 0.0000 | miR-215 | down | -2.71 | 0.0202 |
| ENSSSCG00000015139 | BSX | down | -7.53 | 0.0000 | ENSSSCT00000069597 | down | -8.55 | 0.0000 | miR-224 | down | -2.00 | 0.0455 |
| ENSSSCG00000002775 | AGRP | down | -7.10 | 0.0000 | ENSSSCT00000067313 | down | -8.44 | 0.0001 | miR-205 | down | -1.90 | 0.0053 |

# Supplementary material for: The effects of gut microbiota colonizing on the porcine hypothalamus revealed by whole transcriptome analysis
**Source:** Front Microbiol. 2022 Oct 13;13:970470. doi: 10.3389/fmicb.2022.970470
**Supplement:** Supplementary file 3

**Supplementary table 3. DE LncRNA targeted zf-C2H2 TFs**

# Supplementary material for: The effects of gut microbiota colonizing on the porcine hypothalamus revealed by whole transcriptome analysis
**Source:** Front Microbiol. 2022 Oct 13;13:970470. doi: 10.3389/fmicb.2022.970470
**Supplement:** Supplementary file 4

**Supplementary table 4. Target relationships between miRNA/mRNA and miRNA/lncRNA**

How the deposited data were processed for this re-analysis (not part of the article)

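Long RNA and small RNA were sequenced from the hypothalamus of 3 GF and 3 CG pigs, which gave 12 libraries, and the columns of values of all 12 were assigned to a group by their names in the files, where each long RNA library has a column for mRNA and another for lncRNA. The columns of CG pigs are named there after the fecal transplant. As deposited, the long RNA values are TPM of annotated mRNA and known lncRNA transcripts, which the authors made by trimming the reads and aligning them to Sscrofa11.1, with the tools that the paper and the labels name differently. As deposited, the small RNA values are RPM, which the authors made by dividing the reads of each known miRNA by the total that mapped to miRBase, from reads of 10 to 34 bases out of 50. The sums of the TPM and the step size of the RPM were checked on the files and gave no other unit.

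Differential expression was tested with limma 3.58.1 in R 4.3.3 (limma-trend, pseudocount 1, a value of at least 1 in at least 3 libraries), for mRNA at the level of genes. Further steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Calls needed an adjusted p under 0.05 and a log2 fold change of at least 1 in size. Lists of genes were compared with all other tested genes by camera, with an inter-gene correlation of 0.01 and with an estimated correlation. By fry, each list was tested against no change, without a comparison with other genes. Enrichment and direction in gene families were tested by Fisher's exact test, and single values by exact permutation. The limma fit and camera, but not the other steps, were run on simulated data with known changes. There 35.8% of the mRNAs changed by a log2 of 1 were called, and 85.1% of those changed by 2. A call needs a fitted log2 fold change of at least 1, so a true change of 1 can miss it at any power. The simulated genes varied independently, so this run cannot judge the preset correlation of camera.

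The genes named in the text follow a rule. They are, among mRNAs with a symbol, the 10 with the largest rise and the 10 with the largest fall among those called without overlap between the groups and with a mean of at least 1 TPM, 3 lncRNAs and 5 miRNAs per direction (miRNAs with a mean of at least 20 RPM), the up to 4 members of each list with the smallest p, and the genes that the paper names or shows. The values in the paper's tables were known when the rule and the lists were set. Named outside this rule, after their values were seen, were further members of the lists, namely ISL1, HMX3, SIX6, FOXB1, OTP, PMCH, OXT, PRL, TSHB, OPRK1, ESR1, GHR, CRHR2, DIO2, APAF1, CASP9, COX1, RPL24, RPL36AL and EIF1AY. Some genes that the rule covers are not reported here.

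The 41 lists of genes cover the mitochondrial and nuclear subunits of the respiratory complexes, thermogenesis, Na/K-ATPase, hypothalamic neuropeptides and transcription factors, receptors, markers of the thalamus, cortex, striatum, pituitary and choroid plexus, markers of blood and brain cell types, extracellular matrix, Wnt signaling, immediate early, glucocorticoid, heat shock, immune, apoptosis and clock genes, ribosomal proteins, zinc finger symbols, Y-linked genes and X-inactivation. A further 8 lists hold miRNAs. Of the 41 lists, the last pair had 0 tested genes.

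The alternatives were another pseudocount (0.1), no low-value filter, no fold threshold, leaving out each library, the replicate number as a block, the mitochondrial genes out of the scaling, other detection rules and, chosen after seeing the data, median-centred libraries and transcripts in place of genes. Small RNA libraries resolve steps of 0.0856 to 0.107 RPM in GF pigs and 0.0496 to 0.0602 RPM in CG pigs. Long RNA depth is unknown, so no counting error could be given for TPM. Predicted transcripts and miRNAs, qPCR, protein, ATP and staining data were not analysed here.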

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

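The tests of gene length and of a single change in all mitochondrial RNA were chosen after the result was seen, and the tests of region, neurons, blood and other splits before.

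Signals in genes outside those the paper discusses were weighed for 3 patterns. The first is the low level of hypothalamic genes in GF pigs beside higher thalamus markers, whose median log2 fold change lay 1.57 above that of all genes, and lower anterior pituitary markers, whose median lay at -3.36 against all genes. The tested pituitary markers were highest in CG replicate 3, as for CGA at 3579 TPM there and 193 and 5.43 TPM in CG replicates 1 and 2. The GF pigs also differed from each other. OXT stood at 0.14, 1006 and 870 TPM and PMCH at 0, 33.4 and 84.7 TPM in GF replicates 1, 2 and 3. AGRP and BSX were near 0 in every GF pig. The median of the neuron markers lay 0.33 above that of all genes, which argues against fewer neurons in the GF samples as a whole. The 11 markers were spread, with log2 fold changes from -0.55 to 1.70 (SD 0.72). They are markers of neurons in general, so they cannot exclude fewer hypothalamic neurons. A different share of neighbouring tissue in the sampled parts is a candidate explanation that the thalamus value fits, though the thalamus markers were high in GF replicates 1 and 3 and not in GF replicate 2. A response of the hypothalamus to the absence of bacteria stays open and was not tested apart from it.

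The second is the rise of the mitochondrial genes, where the log2 ratio of ATP8 to ATP6, which share an mRNA, was 2.39 higher in GF pigs. One equal change in all mitochondrial RNA is argued against by the log2 ratio of ATP8 to COX1, which was 3.85 higher in GF pigs. An effect of gene length fits, with a Spearman's rho of -0.83 between length and log2 fold change, and may include differences in library preparation, for which the labels give no batch. A change in the transcription or stability of a whole mRNA would move ATP8 with ATP6 and ND4L with ND4. The log2 ratio of ND4L to ND4 was also higher in GF pigs, by 1.26, and neither ratio overlapped between the groups. These ratios argue against such a change as the only cause for these genes. For the other mitochondrial genes a change in transcription or RNA stability stays open and was not tested.

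The third is HBB, with a log2 fold change of 6.65. Blood left in the GF samples is argued against by miR-451, an abundant miRNA of red blood cells, with a log2 fold change of -0.36 (standard error 0.28), and miR-486 lay at -0.02. The less abundant miR-144 went the other way, at 1.60 (adjusted p = 0.0084). Of the other tested red blood cell mRNAs, ALAS2 lay at 0.09 (adjusted p = 0.90) and AHSP at 0.35 (adjusted p = 0.55), and HBZ was lower at -2.04. The unnamed gene ENSSSCG00000007978 rose with HBB, at 6.89. Neither a change of HBB in brain cells nor any other cause was tested.

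MBP, at a log2 fold change of 2.95, was higher in GF pigs without overlap between the groups. RPL31 was lower at -4.30, and TTR higher at 3.6026, also without overlap. ZFY reached 16.06 TPM in a CG library while all GF libraries and CG replicate 3 stood at 0.03 TPM or less, and all pigs are labelled male. KDM5D and EIF1AY were likewise high in CG replicates 1 and 2 only, at 3.46 and 3.45 TPM and at 11.8 and 15.6 TPM. These values argue against the label of every pig as male. A difference in sex would be mixed with the groups, and its effect on every comparison was not tested.

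With 6 libraries there are 10 splits into 3 and 3, too few for a share under 0.05. The real split gave 423 mRNA genes, 375 lncRNA transcripts and 22 miRNAs, and the highest other split 1, 2 and 0, so that 1 split of 10 was as large for each. For the lists the real split gave 15 and the highest other 21, and 3 of the 10 splits were as large.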

How the results depend on the processing

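The settings with median-centred libraries and with transcripts in place of genes were chosen after seeing the data.

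Of 67 named genes past the adjusted threshold, 57 lost it in at least 1 alternative and 10 kept it in each, where the alternatives run for named genes and miRNAs were the replicate block and leaving out 1 library. All 15 named miRNAs and all 15 lists past the threshold lost it in at least 1 alternative. None of these genes, miRNAs and lists changed direction. The balance of calls did, from 69 mRNA genes higher and 354 lower to 122 and 97 with median-centred libraries and 16 and 8 without CG replicate 1, and from 43 lncRNA transcripts higher and 332 lower to 52 and 26 with median-centred libraries. Without the low-value filter, 192 mRNA genes (141 lower in GF pigs) and 33 lncRNA transcripts (13 higher, 20 lower) were called, and without the fold threshold 880 mRNA genes (158 higher, 722 lower), 617 lncRNA transcripts (571 lower) and 53 miRNAs (20 higher, 33 lower). With the mitochondrial genes out of the scaling, 197 mRNA genes were called (124 lower). With median-centred libraries it was 219 mRNA genes, 78 lncRNA transcripts and 24 miRNAs (23 higher, 1 lower), and with mRNA transcripts in place of genes 1623 (520 higher, 1103 lower). Camera with an estimated correlation and fry each called 0 lists. The log10 difference of the median miRNA was -0.0876 over miRNAs of at least 1 RPM in any library. Shared lncRNA transcripts were 5250 when all 3 libraries of a group were needed and 2268 at a value of at least 1. For all of these the cause was not tested.

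Leaving out 1 library gave 22 (CG replicate 2) to 717 (GF replicate 2) mRNA genes, with 14 to 192 higher and 8 to 525 lower. For lncRNA transcripts it gave 46 (GF replicate 3) to 565 (GF replicate 2), with 20 to 55 higher and 25 to 510 lower. For miRNAs it gave 0 (CG replicates 1 and 2, with 86 and 82 at an unadjusted p under 0.05 by limma) to 33 (GF replicate 3), with 0 to 15 higher and 0 to 18 lower. Fewer libraries lower the power, but the mRNA and lncRNA counts rose without GF replicate 2, the lncRNA count also without CG replicate 3 (474), and the miRNA count without GF replicate 3.

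The correlations between pigs of equal replicate number, in their deviations from the group mean, were -0.02, 0.06 and -0.01 for mRNA. For lncRNA they were 0.02, -0.01 and 0.02, and for miRNA -0.004, -0.20 and -0.31. They give no sign of a pairing by number, but with 3 pigs per group they cannot exclude one. With the number as a block, 35 mRNA genes (17 higher, 18 lower), 305 lncRNA transcripts and 20 miRNAs were called. The alternatives that need counts, DESeq2, its size factors in edgeR, the edgeR exact test and joint library sizes, were not run, and limma on log2 TPM, planned as an alternative, was the method used. Long RNA depth is unknown, so the lowest TPM that could be told from 0 is unknown too.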

Differences from the paper's values

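The values here come from limma on TPM and RPM, at the thresholds that the paper states, where the paper used edgeR. Only known lncRNA transcripts and known miRNAs were analysed here, while the paper also identified predicted ones. The paper gives 938 differentially expressed mRNAs, of which 414 are higher in GF pigs, and the values here are 423 and 69. The total came within 1.5 times the paper's without the fold threshold (880) and without GF replicate 2 (717), and in no other alternative set before the data were examined. The number of higher mRNAs did so in none of them, with 192 without GF replicate 2 as the closest. With transcripts in place of genes, chosen after seeing the values, 520 were higher and 1103 lower.

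For lncRNAs higher in GF pigs the paper gives 75 and the value here is 43. Without GF replicate 2 (55) or CG replicate 3 (52) the value no longer differed by that measure, and in the other alternatives it did. The paper gives 42 differentially expressed miRNAs, 20 higher and 22 lower, and the values here are 22, 9 and 13. The paper's miRNAs include predicted ones, some of them in Supplementary Table S2, so the sets of features differ. Without the fold threshold (53, 20 and 33) and without GF replicate 3 (33, 15 and 18) none of the 3 differed, the number lower also did not at a pseudocount of 0.1 (16), and all differed in the remaining alternatives. For lncRNA transcripts shared by both groups the paper gives 1916 and the value here is 9259. At a value of at least 1 it was 2268, which did not differ, and in all 3 libraries of a group 5250, which did.

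For ND5 in GF pigs the paper shows about 3300 TPM in Fig. 8D, read by eye, and the mean here is 1409 TPM. For ND6 it shows about 3000 TPM in GF pigs and about 1000 TPM in CG pigs in Fig. 8D, read by eye, and the means here are 1839 TPM and 383 TPM. No alternative was set for these means.

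The paper names miR-136-3p among the miRNAs that rose. Here miR-136-3p did not pass (log2 fold change 0.21, adjusted p = 0.27) and miR-136-5p did (1.09, adjusted p = 0.0084). The paper reports COX2 and CYTB as changed. Here they did not pass (log2 fold change 0.81 and 0.72), while TSHR, LEPR, NPFFR1 and ATP6 passed. The paper states that most of the zinc finger factors of Figure 6 were significantly lower. Of the 47, 35 had a lower mean here, and 7 of the 46 tested passed as lower. The paper states that thermogenesis and apoptosis were enriched by GSEA. Here the lists fixed for them, which are not the paper's sets, gave a camera adjusted p of 0.34 and 0.74, while the lists of mitochondrial genes and of complexes I, II and IV and the ATP synthase passed, though none of them did with an estimated correlation (adjusted p = 0.73 for each) and the ATP synthase not without GF replicate 1 (0.056). Supplementary Table S3 names 5 targets, and the text counts more.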

Other observations

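No test in this part was chosen after its result was seen, apart from the transcripts, which were looked at because their genes changed most.

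Myelin genes were higher in GF pigs than other genes as a list (median log2 fold change 0.32 over 11 genes, camera adjusted p = 1.54e-05, adjusted p = 0.73 with an estimated correlation), but of its members only MBP rose. MBP stood at 1977 ± 913 TPM in GF pigs and 239 ± 4.33 TPM in CG pigs (SD, n = 3), and lost the threshold without CG replicate 1 or 2. The rise of MBP came from 1 of 5 transcripts, at 1788 ± 831 TPM and 70.1 ± 26.7 TPM. The fall of RPL31 came from 1 of its transcripts, at 0, 6.90 and 0.56 TPM in GF pigs and 323 to 670 TPM in CG pigs. In 33 of 7346 mRNA genes and 4 of 401 lncRNA genes, transcripts went opposite ways without overlap and by a log2 fold change of at least 2.

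Of 63 ribosomal protein genes, 5 rose (RPL21, RPL22, RPL24, RPL36AL and RPS29) and RPL31 fell (median log2 fold change 0.04, camera adjusted p = 1.54e-05, 0.84 with an estimated correlation, and 0.075 without GF replicate 2). Of 8 choroid plexus markers TTR and CLIC6 rose (camera adjusted p = 0.017, 0.73 with an estimated correlation, 0.089 without GF replicate 2). Of 11 neuron markers NEFL and TUBB3 rose (camera adjusted p = 0.030, 0.84 with an estimated correlation, and 0.21, 0.064 and 0.079 without GF replicates 1 and 3 and CG replicate 3). None of NEFL, TUBB3 and CLIC6 passed in any fit without 1 library other than GF replicate 2. Of 4 red blood cell markers HBB rose and HBZ fell (camera adjusted p = 0.20, and 0.042 as higher without GF replicate 3).

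In the remaining lists camera gave no call. Of 28 immune genes IFI6 and C4A fell (adjusted p = 0.40, and 0.029 as lower without GF replicate 2), of 17 clock genes PER2 fell (0.74), of 6 oligodendrocyte precursor markers VCAN rose (0.34) and of 7 cortex markers SLC17A7 rose (0.24). No member passed among 11 microglia markers (0.25, and 0.012 as higher without GF replicate 1), 9 astrocyte (0.36), 9 endothelial (0.49), 8 ependymal and tanycyte (0.72), 8 meningeal (0.76), 9 striatum (0.80) and 5 GABAergic neuron markers (0.83), nor among 11 immediate early genes (0.37, and 1.37e-04 as higher without CG replicate 3), 9 glucocorticoid-responsive genes (0.63) and 14 heat shock genes (0.87). Of 5 Na/K-ATPase subunits 0 passed (0.20, and 0.031 as higher without GF replicate 2). CPT1A had a log2 fold change of 0.02 (adjusted p = 0.96).

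Among miRNA lists, 1 of 3 red blood cell miRNAs rose (miR-144), 1 of 8 neuron miRNAs rose and 1 fell, 2 of 9 vascular and muscle miRNAs rose, let-7e fell among 10 of the let-7 family, and 0 passed among 7 pituitary and endocrine, 7 epithelial and 9 immune miRNAs. The hub miRNAs that the paper names were 6 with both arms of miR-136, and 5 rose. Of the Y-linked genes, EIF1AY stood at 11.8 and 15.6 TPM in CG replicates 1 and 2 and at 0 in the other libraries. The Y-linked and X-inactivation lists had 0 tested genes.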
